# A *Drosophila* immune response against Ras-induced overgrowth

**DOI:** 10.1242/bio.20146494

**Published:** 2014-03-21

**Authors:** Thomas Hauling, Robert Krautz, Robert Markus, Anne Volkenhoff, Lucie Kucerova, Ulrich Theopold

**Keywords:** Innate immunity, Tumor, Oncogene, Insect immunity, Hemocytes, Encapsulation

## Abstract

Our goal is to characterize the innate immune response against the early stage of tumor development. For this, animal models where genetic changes in specific cells and tissues can be performed in a controlled way have become increasingly important, including the fruitfly *Drosophila melanogaster*. Many tumor mutants in *Drosophila* affect the germline and, as a consequence, also the immune system itself, making it difficult to ascribe their phenotype to a specific tissue. Only during the past decade, mutations have been induced systematically in somatic cells to study the control of tumorous growth by neighboring cells and by immune cells. Here we show that upon ectopic expression of a dominant-active form of the *Ras* oncogene (Ras^V12^), both imaginal discs and salivary glands are affected. Particularly, the glands increase in size, express metalloproteinases and display apoptotic markers. This leads to a strong cellular response, which has many hallmarks of the granuloma-like encapsulation reaction, usually mounted by the insect against larger foreign objects. RNA sequencing of the fat body reveals a characteristic humoral immune response. In addition we also identify genes that are specifically induced upon expression of Ras^V12^. As a proof-of-principle, we show that one of the induced genes (*santa-maria*), which encodes a scavenger receptor, modulates damage to the salivary glands. The list of genes we have identified provides a rich source for further functional characterization. Our hope is that this will lead to a better understanding of the earliest stage of innate immune responses against tumors with implications for mammalian immunity.

## INTRODUCTION

Most clinically manifest cancers have accumulated several genetic and epigenetic changes, which confer them a growth advantage over their neighboring cells (Hanahan and Weinberg, 2011). These changes elicit innate and adaptive immune responses both in patients and in murine and other vertebrate models (Feng et al., 2010; Hanahan and Weinberg, 2011). Both types of responses have the potential to aid in immunosurveillance, which limits cancerous growth and may even eliminate transformed cells. Conversely immune responses may contribute to tumor progression by selecting more invasive forms of transformed cells in a process called immunoediting (Schreiber et al., 2011). Human tumors and anti-tumor responses are usually studied at a late stage of tumor progression when they have accumulated several mutations and clinical symptoms have become manifest. To get access to earlier events, animal models have become increasingly important. In addition to mice these include the fruitfly *Drosophila melanogaster*, where similarities between anti-tumor and wound responses were noted and zebrafish, where neutrophil and macrophage invasion was observed at an early stage of tumor progression providing further evidence for parallels between early tumor stages and wound inflammation (Feng et al., 2010; Pastor-Pareja et al., 2008). Despite obvious physiological differences, mutations in *Drosophila* tumor suppressor genes and oncogenes can lead to tissue overgrowth and invasive behavior of transformed tissue in fly larvae and adults (Gateff, 1978; Gonzalez, 2013). Both cell-autonomous as well non-autonomous mechanisms have been shown to restrict tumor growth (Brumby and Richardson, 2003; Cordero et al., 2010; Igaki et al., 2009; reviewed by Miles et al., 2011). Our goal was to systematically study how the immune system reacts against an early stage of tumor progression, namely when the first mutations that lead to uncontrolled growth arise using *Drosophila* as a model.

Most immune responses in the fly involve a close collaboration between several immune tissues. Major immune effectors in insects comprise hemolymph-associated cells (hemocytes), the epithelial tissues, the gut and the fat body, which – analogous to the liver – secretes both inducible proteins and proteins that are constitutively secreted. Effector mechanisms include the release of antimicrobial molecules, phagocytosis, the clotting system, the encapsulation of larger objects, the formation of nodules, which sequester smaller intruders and the activation of the melanization cascade (Davis and Engström, 2012; Kounatidis and Ligoxygakis, 2012; Lemaitre and Hoffmann, 2007; Theopold et al., 2014). Encapsulation and nodulation can be considered functional equivalents of the formation of granulomas in mammals. In *Drosophila*, three classes of hemocytes, namely plasmatocytes, crystal cells and lamellocytes, participate to varying degrees in these immune reactions; all three classes of cells are involved during encapsulation (Williams, 2007). Plasmatocytes are phagocytic but also release effector molecules for example during clotting and at an early stage of capsule formation (Theopold et al., 2014; Williams, 2007). Crystal cells contain prophenoloxidase, the precursor for one of the key enzymes required during melanization and are important for capsule formation (Eleftherianos and Revenis, 2011). Finally, lamellocytes, which are rare in naive animals differentiate upon parasitization by wasps and are required to ensure complete encapsulation of the wasp eggs (Márkus et al., 2009; Williams, 2007).

Much less is known about the contribution of these effector mechanisms to the response against aberrant tissues and whether *Drosophila* uses internal cues, which indicate damage or danger to elicit immune responses. It has been suggested that the response against aberrant cells has similarities with a response against tissue damage including usage of same cues for its activation (Feng et al., 2010; Pastor-Pareja et al., 2008). Melanization as a response against aberrant tissues may occur although it is often unclear whether the reaction is induced by tumorous growth or more general changes to tissue integrity. Therefore the resulting phenotype is often described as melanotic pseudotumor (Minakhina and Steward, 2006; Watson et al., 1994). In a recent study an innate immune response against aberrant cells induced by epidermal DNA damage was analyzed. The response was shown to comprise dose-dependent melanization, an increase in hemocyte numbers and activation of JAK/STAT signaling. Subtle interactions between immunity and growth and metabolic activities were identified (Karpac et al., 2011) in line with an increasing appreciation of the complex interactions between insect immunity and physiology (Rajan and Perrimon, 2013).

Here we asked whether an immune response could be induced experimentally by expression of an oncogene in non-immune tissues. For this we expressed dominant-active Ras (Ras^V12^) in the wing discs and the salivary glands. Ras is a suitable candidate since it is mutated in a large fraction of human tumors (Miles et al., 2011). Expression of Ras^V12^ has previously been shown to induce hyperplastic growth in *Drosophila* (summarized by Miles et al., 2011). Although this is different from the highly mutated genotype of fully developed tumors, activation of Ras thus represents an early stage of tumor development. We observed the strongest effects in Ras^V12^-expressing salivary glands, where an infiltration of hemocytes takes place. Although to a varying degree, two major hallmarks of a classical encapsulation reaction are observed namely plasmatocyte spreading and lamellocyte adherence. Whole transcriptome analysis of the fat body in Ras^V12^-expressing and normal larvae confirms that a *bona fide* humoral immune response was induced. The transcriptional profile of the induced genes shows both immune signatures and unique features. Finally we provide evidence for a function of one of the induced genes in the tissue damage we observe after expression of Ras^V12^.

## RESULTS

### A *Drosophila* model for tissue overgrowth

To induce overgrowth in non-immune tissues we used a dominant active form of the *Ras* oncogene (*Ras85D^V12^*) in combination with the *Beadex*-Gal4 driver, which is expressed in wing imaginal discs and in the salivary glands where expression of Ras^V12^ leads to a developmental delay and overgrowth and inhibits autophagy (Berry and Baehrecke, 2007; see supplementary material Fig. S1 for the *Bx* expression pattern).

In line with previous results (Brumby and Richardson, 2003; Karim and Rubin, 1998; Pagliarini and Xu, 2003) Ras^V12^ overexpression led to an increase in the size of both wing imaginal discs but also the salivary glands in larvae (Fig. 1A) and to pupal lethality. Dead pupae also showed signs of melanization focused around two areas in the dorsal part. By inhibiting GAL4 activity with GAL80^ts^ pupal lethality was rescued in a temperature-dependent manner. Larvae raised at 18°C pupated and eclosed with wild-type wings while crosses shifted to 25°C gave rise to flies with strongly melanized wings (Fig. 1B, second right). Raising crosses at 29°C where the Gal80 inhibitor is inactive reestablished pupal lethality as observed for the cross without GAL80^ts^. This includes the appearance of two melanotic spots in the anterior part (Fig. 1B, right part).

**Fig. 1.**
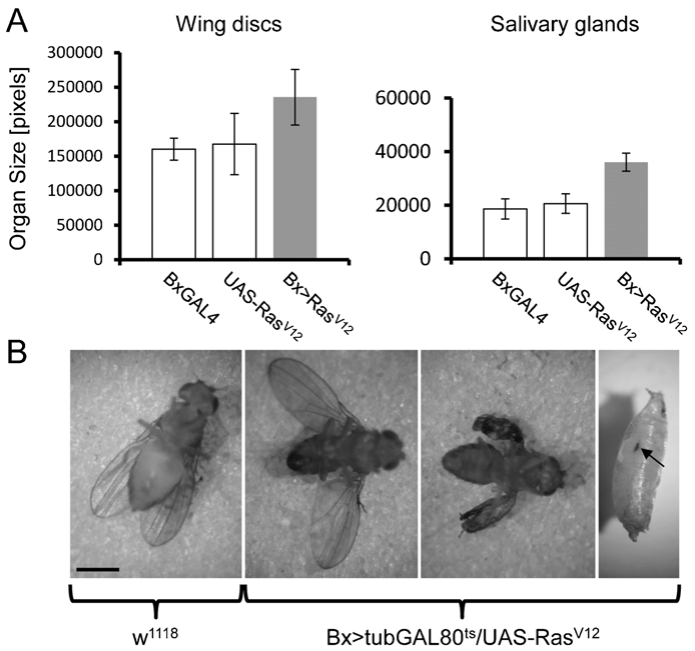
Phenotypes of Ras^V12^ transformed *Drosophila* lines. (A) Increased size of wing discs and salivary glands in Ras^V12^-expressing larvae. Wing disc and salivary gland size was determined in the indicated genotypes using ImageJ. Both Ras^V12^ wing discs and salivary glands (grey bar) are significantly larger than parental controls (white bars) (at p = 2.97 E−07 (Bx-Gal) and 0.007 (UAS-Ras^V12^), respectively, for the wing discs and 2.53 E−18 and 1.14 E−17, respectively, for the salivary glands). (B) Melanization in flies and larvae expressing Ras^V12^. Left: wild-type fly (w^1118^). Right: Bx-GAL4;tub-GAL80^ts^/UAS-Ras^V12^ flies at 18°C, 23°C and pupa at 29°C (note the melanotic spot in the pupa indicated by an arrow). Scale bar: 1 mm.

### Ras^V12^-expressing salivary glands express metalloproteinases and damage-associated signals

Similar to other *Drosophila* tumor models we found that *Ras*-expressing glands produce matrix metalloproteinases (matrix metalloproteinase 1: MMP1; Fig. 2A), while imaginal discs from the same animals showed very little if any signs of expressing MMP1 (supplementary material Fig. S2A). Upon tracing with a Collagen IV–GFP fusion protein (Vkg::GFP), the integrity of the basement membrane in Ras^V12^-expressing salivary glands was more severely affected than in either discs from the same animals or control organs from normal larvae. In Ras-expressing discs, the basement membrane still formed a continuous structure, while in the glands rupture of the basement membrane occurred (Fig. 2A; supplementary material Fig. S2A; Vkg::GFP). Consistent with a disruption of the basement membrane and the MMP1-activation in Bx-GAL4>UAS-Ras^V12^-larvae, GFP-positive tissue fragments are observed in the hemolymph, when GFP is co-expressed with Ras^V12^ (Fig. 2B). Dissemination of Ras^V12^-expressing fragments has previously been shown to depend on the expression of MMP1 and is regulated through the JNK pathway (Bangi et al., 2012; Pallavi et al., 2012; Pastor-Pareja et al., 2008; Srivastava et al., 2007; Uhlirova and Bohmann, 2006). Altogether, Ras^V12^ expression in the salivary glands thus has the potential to induce an immune response since the tissue is accessible to immune effectors. We therefore focused our further analysis on this organ addressing particularly the question whether the glands undergo any changes that render them recognizable as foreign.

**Fig. 2.**
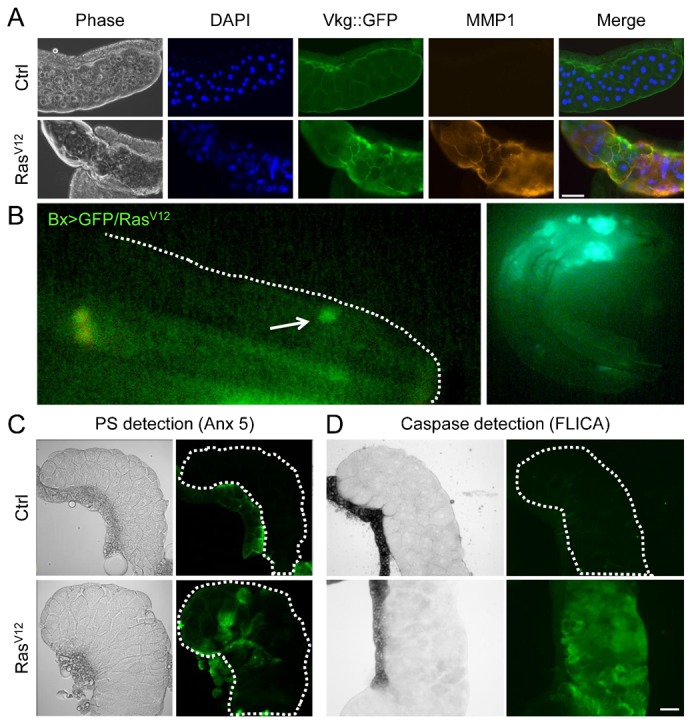
Salivary glands from *Ras^V12^*-expressing larvae produce MMP1, release tissue fragments into the hemolymph and express apoptotic markers. Salivary glands (A) from control crosses (Bx-GAL4;+/+: Ctrl) and Ras-expressing larvae (Bx>Ras, labeled Ras^V12^ in the figure) are shown in phase contrast, after nuclear staining (DAPI), in the green channel showing expression of a Viking–GFP fusion protein (Vkg::GFP) and after staining with an MMP1-specific antibody. (B) Tumor tissue in the hemolymph of *Ras^V12^*-expressing larvae. GFP-positive fragments (such as the one indicated by the arrow) are found in the hemolymph of Bx-GAL4;UAS-GFP.nls/UAS-Ras^V12^ larvae. The border of the larva is outlined with a dashed line. The figure to the right shows the whole larva. (C) Phosphatidylserine (PS) is detected with fluorophor-conjugated Annexin 5 (left) on Ras^V12^-expressing glands (Bx-GAL4>UAS-*Ras^V12^*) but not in control glands (Bx-GAL4;+/+, the borders of the glands are outlined with a dashed line, note the fat body is positive in both cases). (D) Active caspases stained with FLICA are detected in a Ras^V12^ salivary gland but not in the control. Bright field and epifluorescence image are shown in all cases. Scale bars: 100 µm.

To characterize the changes upon Ras^V12^ expression in salivary glands, we tested for the presence of two apoptotic markers (phosphatidylserine exposure and caspase activity) both of which were detected in Ras^V12^-expressing glands and not in control glands (Fig. 2C,D). In addition nuclear fragmentation, another hallmark of apoptosis was observed in Ras^V12^-expressing glands (Fig. 2A, DAPI staining; supplementary material Fig. S3). Both the detection of caspase activity and nuclear fragmentation confirm earlier results obtained after *forkhead*-dependent Ras^V12^ expression in salivary glands (Berry and Baehrecke, 2007). Taken together this means that Ras^V12^ salivary glands express at least one damage-associated marker namely phosphatidylserine, which has the potential to elicit an immune response (Frey and Gaipl, 2011; Tung et al., 2013). We will in the following refer to the phenotype observed in these glands as “Ras^V12^-induced overgrowth”.

### The cellular response against Ras^V12^-expressing salivary glands

Since MMP expression has been shown to correlate with hemocyte recruitment to aberrant tissues in somatic recombination models (Pastor-Pareja et al., 2008), we asked whether the same occurs in Ras^V12^-expressing salivary glands. For hemocyte detection we used a Hemese-specific antibody (Kurucz et al., 2003), which has previously been found suitable to characterize melanotic pseudotumor mutants (Minakhina and Steward, 2006). Indeed, albeit to a variable extent we detected infiltration of hemocytes in all Ras^V12^-glands and not in control glands (Fig. 3A). This shows that a cellular immune reaction against overgrowth had been initiated. In contrast, despite the fact that Ras^V12^-expressing imaginal discs also contained attached hemocytes we were unable to detect any significant differences compared to control discs, which showed comparable hemocyte counts (supplementary material Fig. S2B). Hemocytes had also started to spread around Ras^V12^ salivary gland cells (Fig. 3B) reminiscent of what occurs during encapsulation of wasp eggs (Williams, 2007). In addition we found crystal cells attaching to Ras^V12^-expressing glands (Fig. 3C, left). Of note, despite the presence of crystal cells larval glands lacked any signs of melanization although this was subsequently observed in pupae (Fig. 1B). Finally, we also detected lamellocytes on both Ras^V12^ salivary glands and on the fat body of *spag* mutant larvae, which were included as a positive control for a melanotic pseudotumor (Fig. 3C, right). Despite the fact that hemocytes had been recruited to Ras^V12^-expressing glands, total hemocyte counts did not differ compared to control larvae (supplementary material Fig. S4). Taken together these results show that the cellular response against aberrant salivary glands shares several similarities with the granuloma-like encapsulation reaction.

**Fig. 3.**
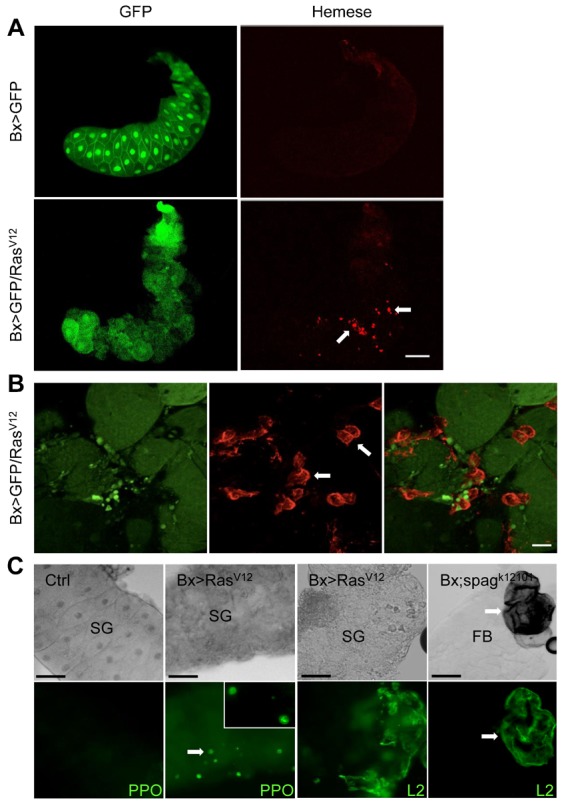
Ras^V12^-expressing salivary glands are infiltrated by hemocytes. (A) Overview of glands from *Ras^V12^* and control larvae. GFP-expressing control glands and Ras^V12^-expressing glands (the left part shows the GFP signal) labeled with a hemocyte-specific antibody (anti-Hemese, right panel, some hemocytes are indicated by arrows). (B) Hemocytes (arrows) spread around *Ras^V12^* gland cells. A detailed view of a Ras^V12^-expressing gland such as in panel A is shown. (C) Crystal cells and lamellocytes attach to Ras^V12^-expressing glands. Left part: glands (SG) from a control cross (Bx-GAL4;+/+) and Ras^V12^-expressing glands were labeled with a prophenoloxidase-specific antibody and visualized using epifluorescence. Right part: lamellocytes (L2) were visualized using a specific antibody (Kurucz et al., 2007) in Ras^V12^-expressing glands (left) and the fat body (FB) of an autoimmune mutant, which was used as a positive control (*spaghetti*, *spag^k12101^*). Scale bars: 100 µm (A), 20 µm (B), 50 µm (C).

### The humoral response against Ras^V12^-expressing cells

To find out whether the cellular response against Ras^V12^-induced overgrowth is accompanied by a humoral response, we examined the proteome and transcriptome of fat bodies from Ras^V12^-expressing and control larvae. At the protein level no differences in protein production were observed (supplementary material Fig. S5). For a comprehensive transcriptome analysis, fat bodies were dissected in triplicates from Ras^V12^-expressing and normal wandering third instar larvae and the expression pattern compared. 

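Fat bodies without gonads from 40 larvae per replicate gave 3 control replicates (Bx-GAL4 crossed to a strain without the transgene) and 3 Ras V12 replicates (Bx-GAL4 crossed to UAS-Ras V12), whose RNA was sequenced as paired reads. The authors mapped the reads with TopHat, removed duplicates and used Cufflinks to estimate for each gene its FPKM, the fragments scaled to the length of its exon model and to the mapped reads of the library, on the Ensembl annotation of the BDGP5 genome. Control replicate 3 was sequenced in 2 runs, 3A and 3B, and a deposited table labelled as both runs merged was used here as 1 replicate. That table equals run 3A times 0.770 for 94.3% of the 6869 genes above FPKM 1 in run 3A, and of 456 genes above 0 in run 3B and at 0 in run 3A it lists 439 at 0. It therefore carries little of run 3B, and a 0 in control replicate 3 is mostly that of run 3A. The tables give no counts, but the confidence bounds beside each FPKM carry the number of fragments behind it. Summed over genes, they imply 6271265, 7328089 and 2942861 fragments in control replicates 1, 2 and 3, and 4649422, 7137448 and 7305940 in Ras V12 replicates 1, 2 and 3. The number of genes above 0 was 9051, 9213 and 8601 in the controls and 9606, 11052 and 10233 in the Ras V12 replicates.

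Each library was divided by its 75th percentile over genes above 0 in at least 1 library and multiplied by the mean of the 6 percentiles (scaled FPKM). Differences were tested with limma on log2(scaled FPKM + 1) for the 7606 genes with a mean FPKM of at least 1, with Benjamini-Hochberg adjustment. Fold changes from this test are on the log2(scaled FPKM + 1) scale, which understates the change of genes with low FPKM. In this design 3 replicates against 3 cannot give an exact two-sided permutation p below 0.10. A gene at exactly 0 is only said to be listed at 0, because 14 of 15 genes at 0 in 1 library with at least 30 fragments in each of the other 5 overlap a more abundant gene. Ras85D (3R, 5336273 to 5338786) had a scaled FPKM of 34.6 ± 2.97 (SD, n = 3) in controls and 40.2 ± 8.28 (SD, n = 3) in Ras V12 replicates. Its log2 fold change was 0.19 (standard error 0.19, adjusted p = 0.752 from limma with Benjamini-Hochberg adjustment). Bx (X, 18428698 to 18465749) had a scaled FPKM of 1.19, 0.787 and 0.543 in controls and of 2.99, 1.16 and 1.32 in Ras V12 replicates, with a log2 fold change of 0.57 (standard error 0.37, adjusted p = 0.654). Neither gene therefore identifies the genotype of a library.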

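In limma's test, 7 genes differed between Ras V12 and control fat bodies by more than 2-fold at an adjusted p under 0.05, of which 6 were higher and 1 was lower in Ras V12. The gene with the smallest p was CG13335 (2R, 9458889 to 9461734), with a scaled FPKM of 4.44 ± 0.705 (SD, n = 3) in controls and 70.97 ± 13.9 (SD, n = 3) in Ras V12 replicates. Its log2 fold change was 3.72 (standard error 0.18, adjusted p = 0.00277). CG12224 (3R, 7806554 to 7807743) had a log2 fold change of 3.71 (standard error 0.33, adjusted p = 0.0203). The values of CG14715 (3R, 7499941 to 7500654) and CG15152 (2L, 18114547 to 18115220) were 2.78 (adjusted p = 0.00489) and 2.22 (adjusted p = 0.01). CG17322 (2L, 18826772 to 18829064) was listed at 0 in the 3 controls and had a scaled FPKM of 12.4, 10.8 and 22.8 in the Ras V12 replicates (adjusted p = 0.00918). It overlaps the more abundant CG17597 by 59 bases, and run 3B of control replicate 3 lists it at an FPKM of 2.01, so its 0 is not read as absence. The snoRNA gene snoRNA:Psi28S-3571 lies within exba and was listed at 0 in the controls, and its values in Ras V12 replicates 1, 2 and 3 rest on 1, 3 and 1 fragments. CG9527 (2L, 6445070 to 6448016) was lower, at 83.5 ± 5.71 (SD, n = 3) against 206 ± 7.08 (SD, n = 3). Its log2 fold change was -1.29 (standard error 0.13, adjusted p = 0.0458), and it lost an adjusted p under 0.05 in 12 of the alternative settings. All 7 genes had their 3 Ras V12 values on one side of the 3 control values. Leaving out Ras V12 replicate 3 moved the number of genes most, to 52, of which 34 were higher and 18 lower, and the 7 genes were among them. With the other alternatives, between 3 and 21 genes passed.

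**Figure D1:**
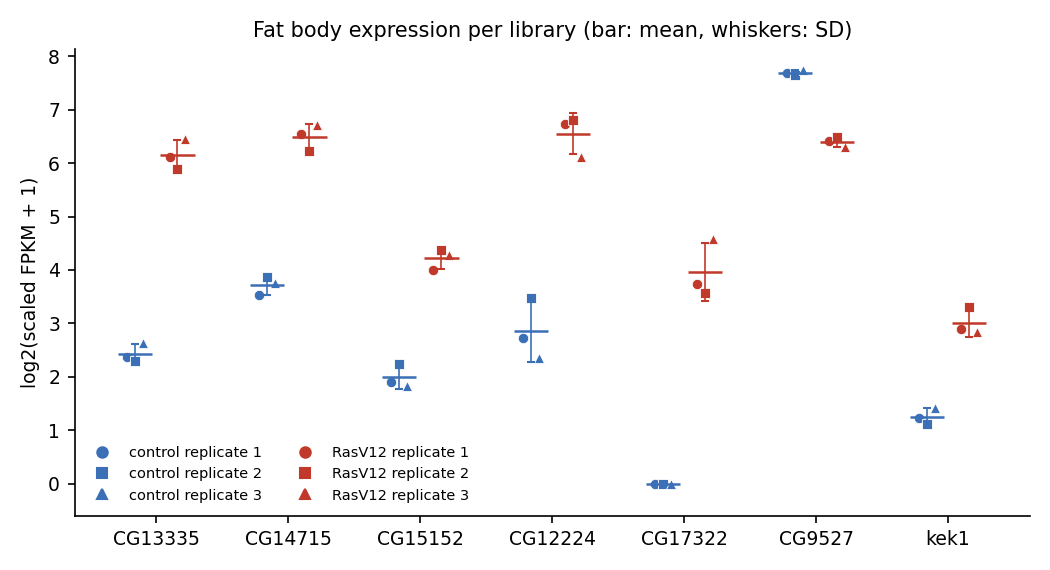
Expression of 7 genes in the 6 fat body libraries, as log2(scaled FPKM + 1), with each replicate as a point, the group mean as a bar and the SD as whiskers. CG13335, CG14715, CG15152, CG12224 and CG17322 lie higher and CG9527 lower in every Ras V12 replicate than in every control, and kek1 (adjusted p = 0.0620) is also separated.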

Fig. 4A shows genes that differ more than twofold and at q<0.05. 

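The 63 induced genes that Table S1 gives at q<0.05 were all found in the tables, and all 63 had a higher mean scaled FPKM in Ras V12 replicates than in controls. Limma tested 59 of them, of which 32 had an unadjusted p under 0.05. After adjustment over all genes tested, 3 passed (CG13335, CG14715 and CG12224). The list was chosen by the authors on these same samples, so its direction is not independent evidence. For 29 of the 63 genes (46.0%), every Ras V12 replicate lay above every control, where chance separates 10% of genes in either direction. The other genes owed their mean to part of the replicates. Of the 63 genes, 39 were highest in Ras V12 replicate 2, 18 in replicate 3 and 6 in replicate 1. In 21 of them, no control rested on more than 3 fragments. CG6293 (3R, 6133984 to 6137317) was among these, with 2, 2 and 1 fragments in the controls and a scaled FPKM of 11.9, 9.88 and 39.1 in the Ras V12 replicates, at least 58.8-fold higher than the floor of 3 fragments. Across the 55 genes with a fold in both, the ratio of mean scaled FPKM had a Spearman correlation of 0.939 with the paper's fold, which is a correlation across genes and not across replicates.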

Altogether we identified 63 genes that were differentially regulated including many known immune genes. We also observed that the transcriptional profiles of control samples were more consistent than those of fat bodies from Ras^V12^-expressing larvae although both sets had been prepared from identical developmental time points. This is in line with the previously observed variability of the pseudotumorous phenotype (Watson et al., 1991; Watson et al., 1992). 

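The distance between 2 profiles was taken as the square root of the mean squared difference of log2(scaled FPKM + 1) over the 7606 genes. The 3 pairs of controls lay at a mean distance of 0.753 and the 3 pairs of Ras V12 replicates at 0.836. Controls 1 and 2 were the closest pair of all, at 0.644, whereas control replicate 3 lay at 0.830 and 0.786 from them. The Ras V12 pairs lay at 0.802, 0.808 and 0.8997. The difference of 0.08 between the group means was toward a wider spread of the Ras V12 replicates. It was not larger than regrouping the libraries gives (one-sided exact permutation test over 20 assignments, p = 0.3, where 0.05 is the smallest possible). Control replicate 2 and Ras V12 replicate 3 were closer to each other, at 0.672, than any pair of Ras V12 replicates. The difference stayed above 0 in every setting, from 0.01 without control replicate 2 to 0.20 without control replicate 3. With run 3A in place of the merged table the difference was 0.15 (exact p = 0.1). The paper relates the wider spread of the Ras V12 profiles to the variable pseudotumor phenotype reported before.

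**Figure D2:**
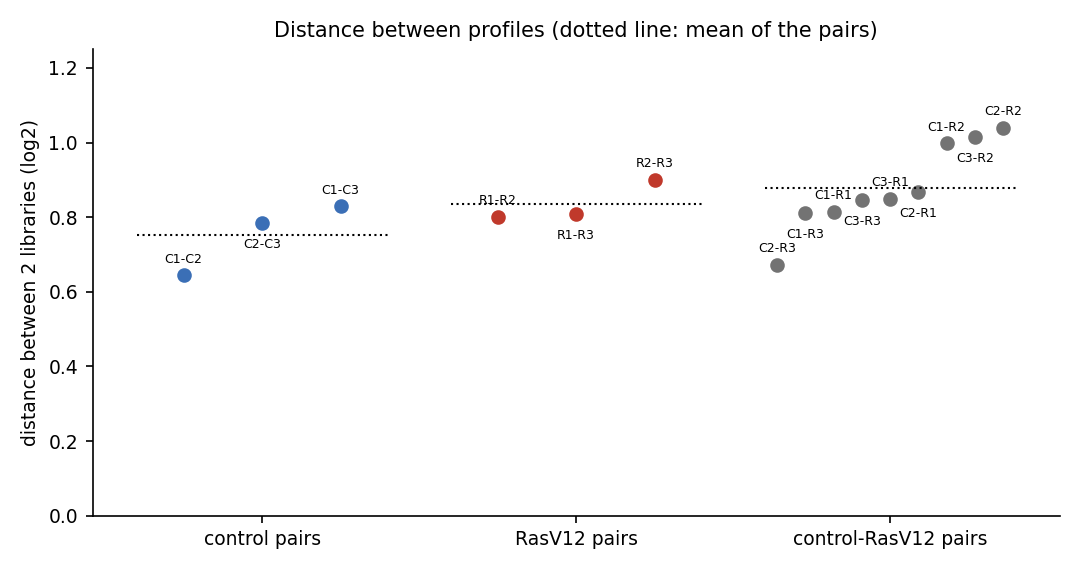
Distance between each pair of libraries, in log2 units, for pairs of controls (C), pairs of Ras V12 replicates (R) and mixed pairs, with the mean of each kind as a dotted line. Control pairs lie between 0.644 and 0.830 and Ras V12 pairs between 0.802 and 0.8997, and the closest mixed pair (C2 and R3) lies at 0.672.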

To more comprehensively cover genes that were induced in Ras-expressing animals, we also analyzed genes that differed more than two fold at p<0.05 compared to wild-type larvae. This less stringent analysis identified 438 genes (supplementary material Table S1). 

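In limma's test, 242 genes had an unadjusted p under 0.05 and a change over 2-fold, 171 higher and 71 lower in Ras V12. Without scaling, the number was 362, of which 320 were higher and 42 lower. That setting raised the median log2 fold change of all genes from 0.00 to 0.30, so its split leans upward as a whole. Leaving out Ras V12 replicate 3 gave 490 genes and leaving out Ras V12 replicate 2 gave 148. Of the paper's induced genes, 433 of 438 were matched to the tables, and 429 of these (99.1%) had a higher mean scaled FPKM in Ras V12. All 124 genes of its reduced list had a lower one, but only 109 did (87.9%) with run 3A in place of the merged table of control replicate 3. Of these, 298 induced and 112 reduced genes passed the filter on mean FPKM and were tested. Limma gave an unadjusted p under 0.05 to 116 of the induced and 41 of the reduced genes tested. The share of induced genes above the control mean differed between the replicates. It was 50.1% in Ras V12 replicate 1, 97.9% in replicate 2 and 79.2% in replicate 3. The rest were not all lower, since some genes, such as AttB and CG17376, were listed at 0 in the controls and in Ras V12 replicate 1. Of the 433 genes, 353 were highest in replicate 2. For 264 induced genes no control rested on more than 3 fragments, and 174 were listed at 0 in all 3 controls, so that their fold is undefined or a lower bound. Among the 124 reduced genes, 52 had over 90% of their summed control value in a single control.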

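The paper's supplementary list sorts the induced genes by whether bacteria or wasps also induce them. Of the 22 genes shared with both, 8 (36.4%) had all 3 Ras V12 replicates above all 3 controls, with a median log2 fold change of 2.47. The same separation held for 6 of the 15 genes shared with bacteria alone (40.0%, median log2 fold change 1.33) and for 3 of the 7 shared with wasps alone (42.9%, median 1.23). Random order of 6 libraries separates 10% of genes in either direction. These 44 genes were named by the authors from these samples. The separated shares of the classes were alike, and the median was largest for the class shared with both. The classes are small, and a difference between them was not tested here. Within the class shared with both infections, 11 genes were highest in Ras V12 replicate 2, 8 in replicate 3 and 3 in replicate 1. In limma's test 14 of the 22 genes had an unadjusted p under 0.05. So did 6 of 14 genes tested in the class shared with bacteria and 3 of 7 in that shared with wasps. None passed after adjustment over all genes.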

In both lists, the genes that were differentially regulated showed substantial overlap with previously characterized immune responses after infection with common Gram negative (G−) and Gram positive (G+) bacteria (Irving et al., 2005; Vodovar et al., 2005) and wasps (Lee et al., 2011; Schlenke et al., 2007; Wertheim et al., 2005) and contained many known immune effectors and regulators (Fig. 4A,B; supplementary material Table S1). Among these, known antimicrobial peptides (AMPs) such as Cecropins and Attacins as well as a previously described class of immune-induced peptides of unknown function (immune-induced molecules, IMs, (Uttenweiler-Joseph et al., 1998)) were highly represented (Fig. 4A; supplementary material Table S1). In addition four recognition proteins were up-regulated including two PGRPs (PGRP-SB1 and PGRP-SD; Fig. 4A) and two CD36-like scavenger receptors (Santa-maria and CG7227 (Nichols and Vogt, 2008); supplementary material Tables S1 and S2). 

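AMPs were highest in one Ras V12 replicate and IMs in another. CecA1 (3R, 26036596 to 26037009) had a scaled FPKM of 0, 5.56 and 5.42 in the controls and of 24.9, 2.95 and 582 in Ras V12 replicates 1, 2 and 3 (log2 fold change 3.49, standard error 1.79, adjusted p = 0.605). CecA2 and CecC also peaked in replicate 3, at 267 and 452, against 3.62 and 3.68 in replicate 2. AttC (2R, 9281210 to 9282184) reached 829 in replicate 3 and lay at 12.9 and 6.87 in replicates 1 and 2, below the control values of 25.3 and 21.0 in control replicates 2 and 3. Without replicate 3 its log2 fold change turned from 1.495 to -0.60. AttB was listed at 0 in 5 libraries and at 679 in replicate 3, and it overlaps the abundant Rpn6 by 15 bases. Dpt, DptB and Mtk were likewise highest in replicate 3, at 1246, 1325 and 1222. The IM genes followed the other replicates. IM3 (2R, 14275625 to 14275995) had a scaled FPKM of 9.85, 43.1 and 19.9 in the controls and of 539, 888 and 28.9 in Ras V12 replicates 1, 2 and 3 (log2 fold change 3.50, standard error 1.28, adjusted p = 0.538). IM1 was listed at 0 in the controls and at 46.98, 265 and 0.905 in Ras V12 replicates, and IM23 at 1.29, 0.534 and 0 against 49.1, 210 and 0. Of the 12 AMPs tested, 11 were highest in replicate 3, and of the 14 IMs, 12 were highest in replicate 2. Every tested gene of both lists had a positive log2 fold change. None of them reached an adjusted p under 0.05 over all genes tested, whereas 3 AMPs and 11 IMs had an unadjusted p under 0.05. Adjusted over the list alone, 0 AMPs and 9 IMs passed, which is not independent evidence because the study chose most of these genes on these samples. Without Ras V12 replicate 3, 8 genes of the AMP, IM, PGRP and pathway lists passed over all genes, among them IM3 (log2 fold change 5.01).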

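PGRP-SB1 (3L, 16720399 to 16721118) had a scaled FPKM of 82.3 ± 32.8 (SD, n = 3) in controls and 603 ± 446 (SD, n = 3) in Ras V12 replicates. All 3 Ras V12 values (417, 280 and 1112) exceeded all 3 control values (77.3, 52.3 and 117). Its log2 fold change was 2.68 (standard error 0.54, adjusted p = 0.270). PGRP-SD (3L, 7644305 to 7645000) had 47.2 ± 21.5 (SD, n = 3) and 204 ± 75.3 (SD, n = 3), also without overlap, with a log2 fold change of 2.13 (standard error 0.39, adjusted p = 0.215). Both passed without scaling of the libraries, a setting that raised the median log2 fold change of all genes to 0.30. PGRP-SD overlaps CG7492 by 35 bases, whose scaled FPKM stayed between 21.2 and 23.6. The scavenger receptor genes were not separated. Santa-maria (2L, 7445345 to 7451165) had a scaled FPKM of 86.2, 27.0 and 72.9 in controls and of 120, 306 and 8.54 in Ras V12 replicates 1, 2 and 3. Its log2 fold change of 0.32 (standard error 1.24, adjusted p = 0.945) lay between -0.73 without Ras V12 replicate 2 and 1.77 without Ras V12 replicate 3, and the ratio of its mean scaled FPKM was 2.33. CG7227 (2L, 7994837 to 7998144) had 7.35, 2.92 and 9.84 in controls and 18.7, 33.2 and 2.97 in Ras V12 replicates, a log2 fold change of 0.97 (standard error 0.81, adjusted p = 0.719) and a ratio of means of 2.73.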

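Gene lists written from the families that the paper names and from general tissue markers were tested with camera, limma's test of whether a list moves apart from all other genes, at its preset correlation of 0.01 between genes. Of 24 lists, 21 had at least 3 genes tested, and 14 passed at an adjusted p under 0.05, 9 upward and 5 downward. IMs had a mean log2 fold change of 3.23 (14 of 14 genes higher, camera adjusted p = 1.2e-09) and AMPs of 2.58 (12 of 12 genes higher, adjusted p = 2.8e-05). PGRPs rose by a mean of 1.00 (9 of 10 genes higher, adjusted p = 0.00245), which fell to 0.57 over 7 genes and no longer passed without Ras V12 replicate 3, where fewer genes pass the filter. With genes whose controls rested on at most 3 fragments set to their lower bound, or to 0 where negative, the medians were smaller. They were 2.08 for IMs, 2.12 for AMPs and 0.39 for PGRPs. Members of a list do not vary independently. The correlation estimated from the libraries was 0.649 within the AMPs and 0.588 within the IMs. With the estimated correlation, or with the rotation test fry, none of the 21 lists passed after adjustment, and 1 and 5 lists had an unadjusted p under 0.05. The smallest adjusted p was 0.402 and 0.137. The lists also share genes with the paper's own list, which holds 12 of the 14 AMPs and 13 of the 14 IMs.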

Modular Enrichment Analysis confirmed that Ras-induced genes belonged primarily to immune-related GO categories (Fig. 4B; supplementary material Table S2). In addition to known immune genes, a significant fraction is specifically induced in the presence of Ras^V12^-expressing tissues (394, genes in the Venn diagram; supplementary material Fig. S6), including genes with a function during spermatogenesis and development, as well as genes of unknown function.

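The supplementary list gives 394 genes as induced by Ras V12 and not by infection, of which 389 were matched. Of these, 385 had a higher mean scaled FPKM in Ras V12 and 106 (27.2%) had all 3 Ras V12 replicates above all 3 controls. Limma tested 255 of the 389 genes, of which 93 had an unadjusted p under 0.05 and 5 passed after adjustment. Their values were uneven, with 331 of the 389 genes highest in Ras V12 replicate 2 and 178 above the control mean in replicate 1. For 252 genes no control rested on more than 3 fragments, and 170 were listed at 0 in all 3 controls. Spermatogenesis was followed with 39 testis genes, of which 20 are on the paper's induced list and 23 were tested. Their mean log2(scaled FPKM + 1) was 0.46, 0.68 and 0.38 in controls 1, 2 and 3 and 0.76, 3.50 and 1.84 in Ras V12 replicates 1, 2 and 3, and 22 of the 23 were highest in replicate 2. The testis tubulin gene betaTub85D (3R, 5234075 to 5236004) had 0, 1 and 0 fragments in controls and 0, 122 and 45 in Ras V12 replicates. The list rose by a mean log2 fold change of 1.53 (22 of 23 genes, camera adjusted p = 2.2e-08), by 0.96 over the 6 tested genes outside the paper's list (adjusted p = 0.0276), by 1.10 without Ras V12 replicate 2, where only 8 genes of the list pass the filter on mean FPKM, and by 0.70 with 5 in place of 1 added to the FPKM. With genes whose controls rested on at most 3 fragments set to their lower bound, its median log2 fold change was 0.69. The methods state that gonads were excluded.

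**Figure D3:**
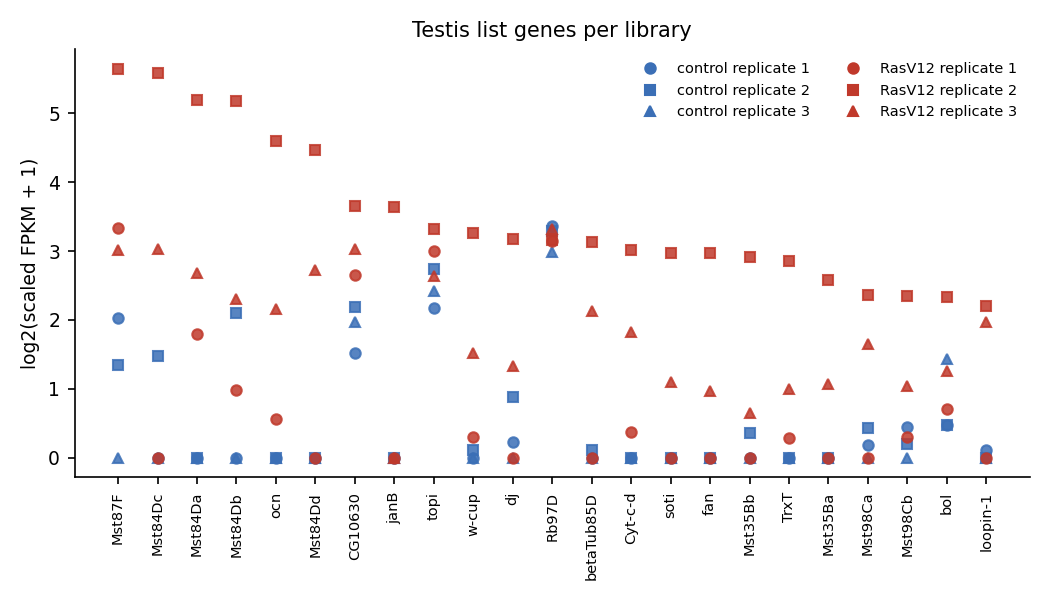
Expression of the 23 testis genes tested, as log2(scaled FPKM + 1), with 1 point per library and genes ordered by their value in Ras V12 replicate 2. All but Rb97D are highest in that replicate, and many controls lie at 0.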

**Fig. 4.**
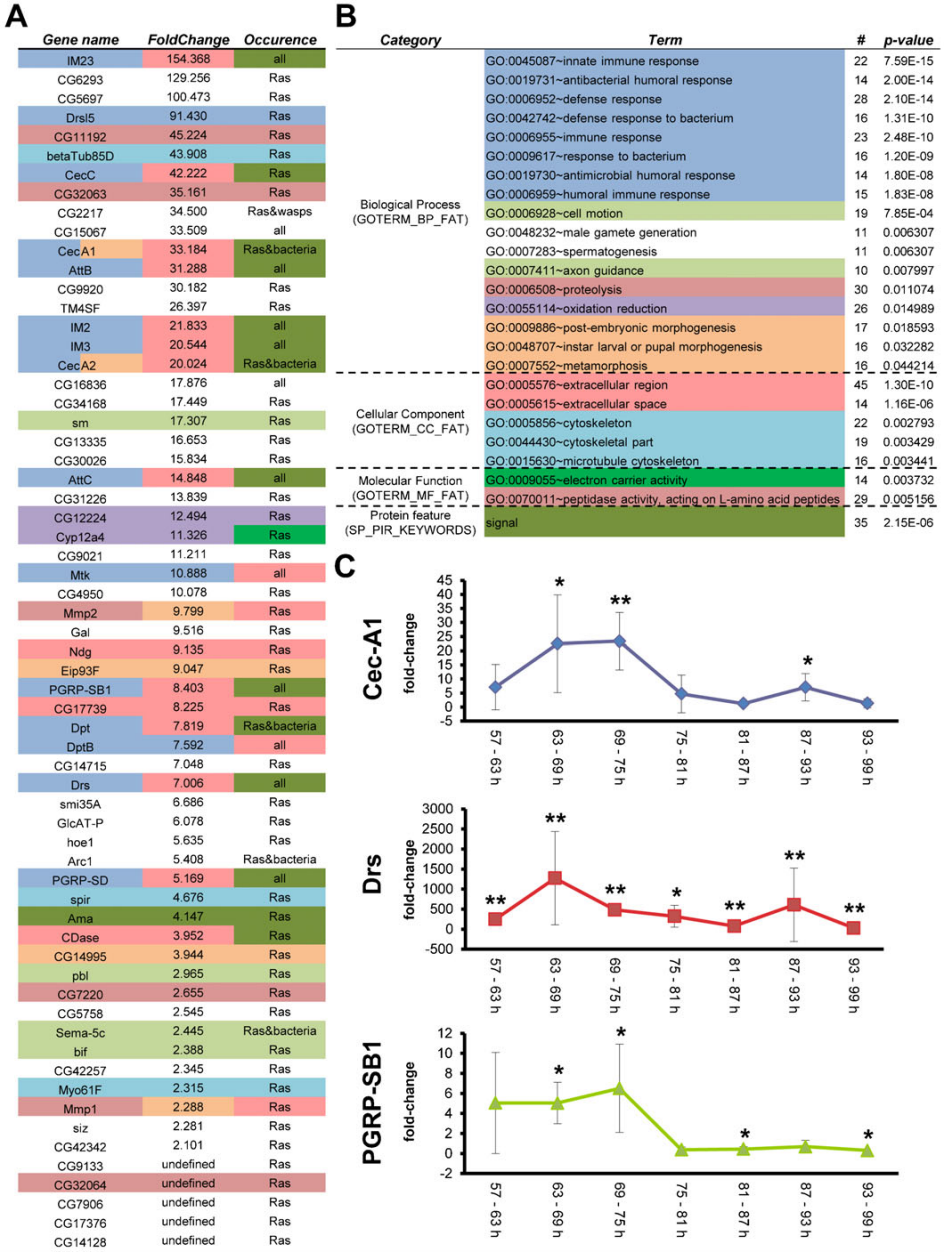
Induction of a systemic immune response in Ras^V12^-expressing larvae. (A) List of genes that are significantly induced (at q<0.05 and induction level >10) in the *Ras^V12^*-expressing glands (40 larvae were used for each replicate). (B) The fat body transcription profile of *Ras^V12^*-expressing larvae shows the hallmarks of an immune response GO classification of genes that are differentially expressed after Ras expression was performed using DAVID (see Materials and Methods for details). The most significant classifications are indicated (see supplementary material Table S2 for a more extensive list of annotations. (C) Induction kinetics of selected immune genes in Ras^V12^-expressing larvae. Individual analysis of a Toll-regulated (Drosomycin) and two preferentially imd-dependent genes (Cecropin A1 and PGRP-SB1) confirms their differential regulation and reveals a complex pattern during the course of the 3^rd^ instar. The ratio of expression between *Ras^V12^*-expressing and control larvae was determined at the indicated time points after hatching. (Significance levels are: for CecA1: 0.0831; 0.0013; 0.0403 for Drs: 0.0015; 0.0035; 2.15 E−6; 0.0374; 0.0001; 0.0097; 0.0015 and for PRGP-SB1: 0.0151; 0.0167; 0.0321; 0.0436, Student T-test; unpaired, equal variance.)

Differential expression in Ras^V12^-expressing larvae was confirmed for three immune genes using qPCR of RNA from the last larval instar. We tested two highly induced AMPs (Cecropin A1 and Drosomycin), which are regulated by both the imd and Toll pathways and a recognition molecule (PRGP-SB1), which is primarily induced via the imd pathway (De Gregorio et al., 2002). To obtain more refined insight into the kinetics of the response against transformed tissue RNA was collected at 6 hour intervals (Fig. 4C). The pattern of induction along the complete third larval instar confirms the heterogeneity we had previously observed (see above) indicating that the sequencing data covered different time points from the kinetics. The most significant differences in the kinetics study were observed between 69–75 hours after egg-laying. Both AMPs (CecA1 and Drs) as well as PGRP-SB1 were induced at this time. The AMPs showed a second increase in expression between 87–93 hours indicating that the response might comprise more than one phase. 

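In the fat body transcriptome, genes attributed mainly to imd and genes attributed mainly to Toll rose in different Ras V12 replicates. The list of 16 imd genes, with 15 tested, included CecA1, the Attacins, the Diptericins, PGRP-SB1 and PGRP-LB, and its mean log2(scaled FPKM + 1) was 2.68, 3.55 and 3.31 in controls. In Ras V12 replicates 1, 2 and 3 it was 4.45, 3.51 and 8.02, and all 15 genes were highest in replicate 3. The list of 14 Toll genes, among them Drs and IM1 to IM4, had means of 3.61, 4.39 and 3.86 in controls and of 6.78, 7.38 and 4.47 in Ras V12 replicates. Ras V12 replicates 1 and 2 thus lay far above the controls in Toll genes, and replicate 3 in imd genes. Drs (3L, 3369569 to 3369944) had a scaled FPKM of 148, 252 and 625 in controls and of 2349.6, 2037 and 464 in Ras V12 replicates. The mean log2 fold change was 2.15 for the imd list (15 of 15 genes higher, camera adjusted p = 3.2e-06) and 2.26 for the Toll list (13 of 14 genes higher, adjusted p = 4.6e-05). With genes whose controls rested on at most 3 fragments set to their lower bound, or to 0 where that bound was negative, the median was 1.95 and 1.48. Without Ras V12 replicate 3 the imd mean fell to 0.92 over 13 genes. The list means of the 3 Ras V12 replicates overlapped with those of the controls for imd (exact permutation test, p = 0.2) and did not for Toll (p = 0.1, the smallest possible). From such profiles together with qPCR, the paper concludes that genes of both pathways are induced.

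**Figure D4:**
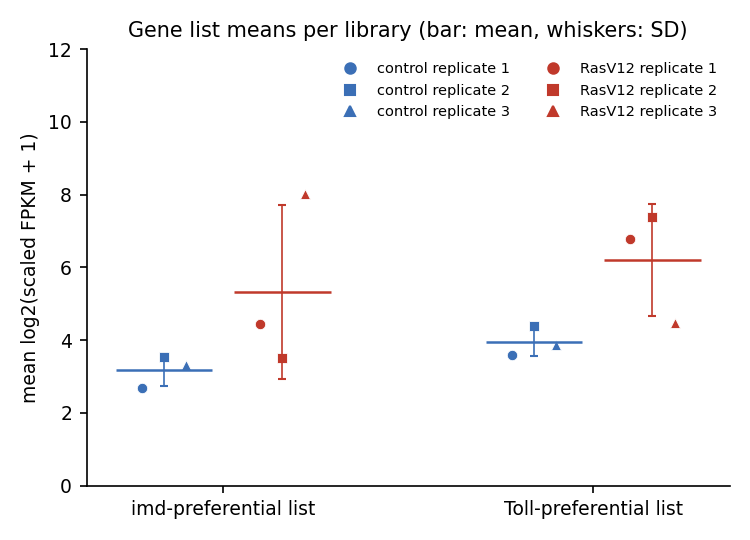
Mean log2(scaled FPKM + 1) of the genes of the imd and Toll lists in each fat body library, with the group mean as a bar and the SD as whiskers. Ras V12 replicate 3 is highest for imd genes at 8.02, and replicates 1 and 2 are highest for Toll genes at 6.78 and 7.38.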

Taken the genome-wide transcriptome study and the qPCR results together, we conclude that both imd- and Toll-dependent genes are induced. To test the possibility of external infections as a source of immune-induction, we included GFP-expressing entomopathogenic bacteria (*Photorhabdus luminescens*) when raising Ras^V12^-expressing larvae. We observed neither an increase in mortality nor any signs of septicemia indicating that the bacteria had not gained access to the hemolymph. Instead, GFP-expressing *Photorhabdus* appeared to be cleared from the gut within 24 hours (supplementary material Fig. S7). To address whether small immune elicitors could pass the salivary glands into the hemolymph we employed an assay established for adult flies (Rera et al., 2012). Larvae were fed on Brilliant blue FCF supplemented fly food, which can be followed in vivo and found Ras^V12^-glands to be free of leakages (supplementary material Fig. S8). Finally we grew Ras^V12^-expressing larvae on food containing antibiotics and found that the induction levels of Drs as a proxy for Toll-activation did not differ from untreated samples although bacteria had been successfully eliminated (supplementary material Fig. S9). Even the melanotic spots in Ras-expressing larvae were still visible after depletion of bacteria. Taken together this shows that in all likelihood the transcriptional profile reflects a genuine response towards the transformed tissue. It appears that at the humoral level the response against Ras^V12^-induced overgrowth bears hallmarks of both an immune response and responses that are involved in developmental processes. 

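As a measure of development, 24 genes regulated by ecdysone, the hormone of metamorphosis, were followed, of which 14 were tested. Their mean log2 fold change was 0.03 (8 genes higher and 6 lower, camera adjusted p = 0.985). Eip93F and ImpE2, both on the paper's induced list, were under the filter and are not in this mean. Eip93F had a scaled FPKM of 0.143, 0.137 and 0 in controls and 1.27, 2.06 and 0.762 in Ras V12 replicates. Edg91, also untested, was instead lower in every Ras V12 replicate than in every control. The list mean differed more between the replicates of one group, at 5.08, 4.76 and 5.29 in controls and at 5.19, 5.43 and 4.60 in Ras V12 replicates 1, 2 and 3. It was lowest in control replicate 2 and Ras V12 replicate 3. The values of 7 genes were compared with this mean over the 6 libraries, a comparison that was not set before the data were examined. Santa-maria had a Pearson r of 0.949 (exact permutation p = 0.00556, Benjamini-Hochberg adjusted over the 7 genes 0.0194) and a Spearman rho of 0.829 (exact p = 0.0583, adjusted 0.136). CG7227 had r = 0.916 (exact p = 0.0167, adjusted 0.0389) and rho = 0.886 (exact p = 0.0333, adjusted 0.117). Without the 2 libraries farthest from the median, Ras V12 replicate 3 and control replicate 2, r was 0.723 and 0.778 over 4 libraries. Leaving out the extremes narrows the range, which can lower r by itself. How far both relations rest on those 2 libraries is therefore not decided. Mmp1 followed the list closely (r = 0.991, exact p = 0.00139, adjusted 0.00972; rho = 1, exact p = 0.00278, adjusted 0.0194), also without those libraries (r = 0.940). For Drs, CecA1, PGRP-SB1 and Mmp2, r was 0.558, -0.609, -0.172 and 0.686 (exact permutation p = 0.249, 0.186, 0.718 and 0.126) and rho was 0.600, -0.543, -0.0286 and 0.543 (exact p = 0.242, 0.297, 1 and 0.297), none of which passed after adjustment. Larval glue genes had a mean log2 fold change of -0.65 (4 of 4 genes lower, camera adjusted p = 0.0242), and the serum protein genes Lsp1alpha and Lsp1beta of -1.45 and -0.78 (adjusted p = 0.622 and 0.555).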

Manual inspection of the genes of unknown function that were induced in Ras^V12^-expressing larvae, showed that a large fraction of them are induced during normal development in the fat body of either white prepupae, late pupae or both. Several immune genes (Dro5, Cecropins A1, A2 and C and PGRP-SD) show a similar increase in constitutive expression during pupal stages in wild-type animals. 

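The immune lists overlap with the paper's own list, so each list was also tested on its members outside that list. This takes out members because they changed in these same libraries, so a list that no longer passes is not thereby shown to be unchanged. Of the lists, 16 kept at least 3 such genes, and 7 of these passed (camera adjusted p under 0.05), which were the JAK/STAT, testis, glue, fat body, muscle, EGFR-Ras and ribosomal protein lists. What remained of the PGRPs outside the paper's list had a mean log2 fold change of 0.64 (8 genes, adjusted p = 0.0866), of the imd genes 1.05 (4 genes, adjusted p = 0.0531) and of the Toll genes 0.07 (5 genes, adjusted p = 0.577). The JAK/STAT mean was 0.43 over the 5 genes outside the paper's list (camera adjusted p = 0.0430) and 0.62 with all 6 tested genes (5 of 6 higher, camera adjusted p = 0.00718). TotA (3R, 16696758 to 16697427) had a scaled FPKM of 2281 ± 617 (SD, n = 3) in controls and 4289.9 ± 922 (SD, n = 3) in Ras V12 replicates, without overlap (log2 fold change 0.92, standard error 0.26, adjusted p = 0.442). TepII was separated as well, at 223 ± 14.8 (SD, n = 3) and 306 ± 27.9 (SD, n = 3).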

Altogether the fat body response in Ras^V12^-expressing larvae shows a highly significant enrichment for immune-related genes. In addition, a large number of genes are specifically induced in response to the Ras-expressing tissues providing a rich source for further functional characterization.

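For 586 of the 7606 genes tested (7.70%), every Ras V12 replicate lay above every control, and for 494 (6.49%) every one lay below. Together these are 14.2% of the genes (1080). Regrouping the libraries gives such numbers too: controls 1 and 2 with Ras V12 replicate 3 against the others separated 1543 genes, and control 1 with Ras V12 replicates 1 and 2 separated 1378. With a change over 2-fold, 168 genes lay above and 58 below. Of the 242 genes with an unadjusted p under 0.05 and a change over 2-fold, 103 are on the paper's induced list and 40 on its reduced list, and 99 are on neither. Kek1 (2L, 12818930 to 12822787), an EGFR pathway target on the induced list, had a scaled FPKM of 1.39 ± 0.265 (SD, n = 3) in controls and 7.13 ± 1.51 (SD, n = 3) in Ras V12 replicates (log2 fold change 1.75, standard error 0.20, adjusted p = 0.0620).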

### The phenotype of Ras^V12^-expressing glands is modified in *santa-maria* mutant backgrounds

As a test for functional importance in our *Ras* model, we decided to study one of the genes, which lacked strong support for an immune function. The scavenger receptors of the CD36 class appeared to be likely candidates for regulating the response, in particular, because we had observed that phosphatidylserine, which is a common ligand for CD36 members, is expressed in Ras^V12^ glands. Viable mutants in the CD36 member *santa-maria* were combined with Ras^V12^-expression asking whether this modified the phenotype of Ras^V12^-expressing larvae. In addition Santa-maria had been found induced after wasp infestation, a response that according to the data shown above appeared akin to the response against Ras-expressing glands. Supporting a positive regulatory function for Santa-maria during Ras^V12^-induced overgrowth, *santa-maria* homozygous larvae showed a partial rescue of the phenotype after Ras^V12^-expression, including the aberrant histology of the glands and the mortality (Fig. 5). Conversely larvae where Santa-maria was overexpressed using heat-shock drivers along with expression of Ras^V12^ at 29°C, showed melanization of salivary glands in about 4% of cases in contrast to larvae that expressed Ras^V12^ alone at the same temperature and which did not show any signs of melanization (Fig. 5C). The fraction of melanized glands was slightly although not significantly increased after heat-shock at 37°C. In contrast to its frequency, melanization was more extensive at 37°C (representative samples are shown in Fig. 5D). Taken together this indicates that *santa-maria* acts as a modifier of Ras^V12^-induced tissue abnormalities in different genetic backgrounds (overexpression versus homozygous and transheterozygous lines) and that this affects the survival of mutant larvae. Altogether this provides general proof-of-principle that the genes we identified as part of the response towards aberrant tissues can be studied at the functional level and that Santa-maria in particular acts as a positive regulator of the phenotypes we observe upon Ras^V12^-expression.

**Fig. 5.**
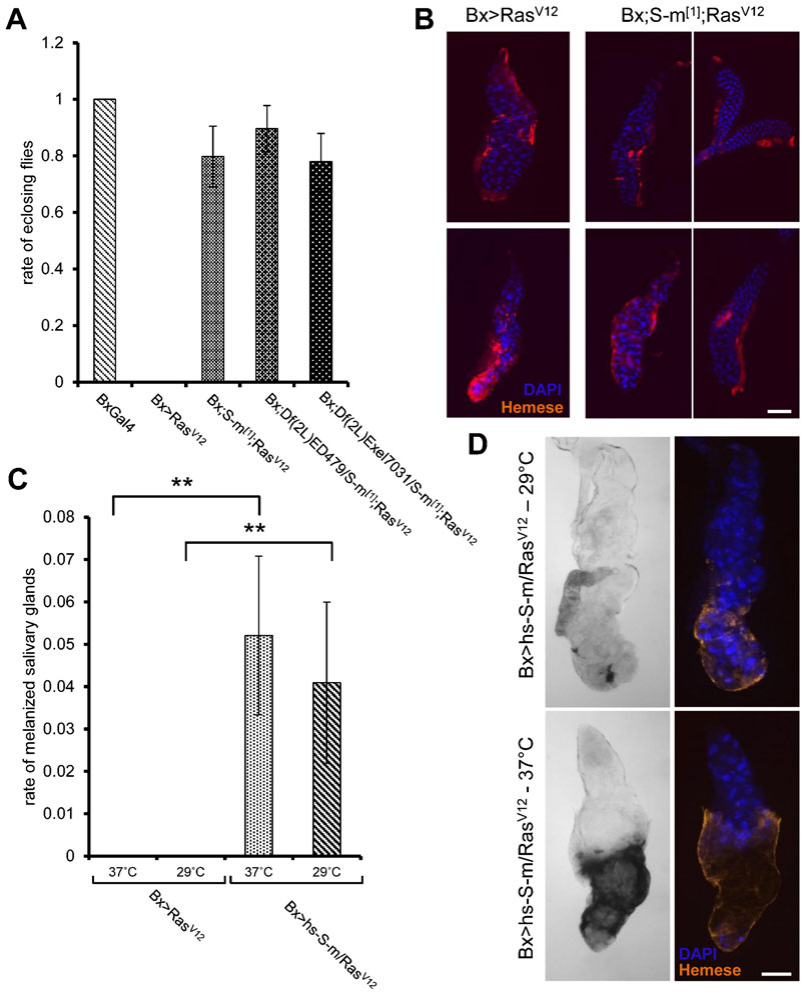
Santa-maria modifies the phenotype of Ras^V12^-expressing larvae. (A) Increased survival rate of Ras^V12^-expressing larvae in a *santa-maria* mutant background. The percentage of eclosed flies at 25°C is shown for the indicated genotypes. (B) Partial restoration of normal histology of *Ras^V12^* salivary glands in a *santa-maria* mutant background. The hemocytes are labeled with the Hemese antibody and nuclei are stained with DAPI. Ras^V12^-expressing glands were combined with the mutant background at either 25°C or 29°C (note the more regular pattern of DAPI staining in the mutant background, which was observed in about 1/3^rd^ of the glands, shown in the right part but not in others shown in the left part). (C) Overexpression of Santa-maria leads to melanization of Ras^V12^-expressing salivary glands at the larval stage. The rate of melanized glands is shown for the indicated genotypes. The difference between Ras^V12^-expressing larvae before and after overexpression of Santa-maria is 0.005 and 0.008 for 37°C and 29°C, respectively. (D) Induction of melanization in Ras^V12^-expressing larvae after induction of Santa-maria using heat shock (BxGal4/+;;hs-santa-maria/UAS-Ras85D^V12^) at 29°C or after heat shock (37°C), representative melanized salivary glands are shown in transmission light and after staining with anti-Hemese to reveal plasmatocytes and DAPI for nuclear staining. Scale bars: 200 µm.

## DISCUSSION

The aim of this work was to experimentally induce an early stage of tumor development in vivo and study the ensuing immune response. For this, we expressed a dominant-active form of *Ras^V12^* in imaginal discs and salivary glands. Against our initial expectation, although imaginal disc cells are proliferative and therefore expected to be more susceptible to expression of an oncogene than polytenic salivary gland cells, we observed the strongest effects in the glands, which grew larger, expressed apoptotic markers and metalloproteinases. Similar to our findings, induction of metalloproteinases and dissemination of hindgut cells has also been observed after expression of Ras^V12^, which synergizes with an inflammation-like response (Bangi et al., 2012). In our hands, the changes at the cellular level correlated with the strength of the cellular response, which was directed mostly against the glands. Despite the lack of a response towards larval wing discs some effects were observed on wings in adult flies, which displayed melanotic spots. We hypothesize that due to the lack of metalloproteinases (Fig. 2; supplementary material Fig. S2), any changes in transformed imaginal disc cells are not accessible to the immune system. In contrast, during disc eversion in the pupae, expression of metalloproteinases and the resulting degradation of the basement membrane (Pastor-Pareja et al., 2004; Srivastava et al., 2007) may render the same cells accessible to effector mechanisms such as melanization. This is different in Ras^V12^-expressing salivary glands, which overgrow, express apoptotic markers and metalloproteinases already during the last larval instar. In addition by expressing phosphatidylserine (Fig. 3C), the glands have the potential to induce melanization (Bidla et al., 2009). Supporting a dual requirement for (i) damage-associated patterns such as phosphatidylserine and (ii) accessibility of those signals for immune cells, we could not observe any signs of melanization when apoptosis was induced by overexpression of either Grim or Hid with the Beadex driver or disc-specific drivers (supplementary material Table S3). Only hemocyte-specific expression or heat shock-activation of apoptotic inducers, which also affects hemocytes led to melanization, in line with our own previous observations (Bidla et al., 2007; Bidla et al., 2009). Taken together, the expression of Ras^V12^ leads to changes in the salivary glands, which are shared with tumor cells and have the potential to induce an immune response. These changes may be due to the early onset of Beadex expression during development (Graveley et al., 2011) or to the fact that expression of Ras leads to continued growth of salivary gland cells at a stage when they normally activate autophagy as shown before (Berry and Baehrecke, 2007). Supporting a role for the early onset of Beadex expression, we did not observe similar changes in salivary glands when using a strong driver that is regulated by ecdysone and expressed only at the last larval stage (salivary gland secretion 3, SGS3).

We observe a robust cellular response towards overgrowing salivary glands that express Ras^V12^ and are regulated by Bx. At the cellular level, this response shows similarities to an encapsulation of foreign tissues such as wasp eggs: (1) initially plasmatocytes are attracted, which attach to the aberrant tissue and spread around it (Fig. 3); (2) the presence of overgrowing cells induces the differentiation of lamellocytes and recruitment of crystal cells, which attach to the glands (Fig. 3C). 

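Fat body genes with a link to encapsulation and wound healing changed unevenly. Mmp2 (2R, 5498644 to 5571356) had a scaled FPKM of 2.63, 0.581 and 0.964 in controls and of 10.3, 21.6 and 1.13 in Ras V12 replicates 1, 2 and 3 (log2 fold change 1.87, standard error 0.85, adjusted p = 0.584). Mmp1 (2R, 20558817 to 20574897) had 9.43, 4.76 and 19.4 in controls and 17.2, 24.8 and 2.77 in Ras V12 replicates. Its log2 fold change of 0.18 (standard error 0.79, adjusted p = 0.952) ranged from -0.36 without Ras V12 replicate 2 to 1.02 without Ras V12 replicate 3. Ndg (2R, 6201423 to 6209405), which encodes a basement membrane protein, was separated, at 0.918 ± 0.337 (SD, n = 3) in controls and 8.76 ± 4.19 (SD, n = 3) in Ras V12 replicates (log2 fold change 2.26, standard error 0.36, adjusted p = 0.156). The list of 11 basement membrane and metalloproteinase genes did not move apart from other genes (mean log2 fold change 0.33, 6 of 11 genes higher, camera adjusted p = 0.779). Hemocyte genes rose by a mean of 1.15 (11 of 13 genes higher, camera adjusted p = 1.0e-05), and 7 of the 21 names on that list are on the paper's induced list. The paper chose its genes for their change in these libraries, and over the 6 tested genes outside its list the mean was 0.65 (camera adjusted p = 0.0866). He, 1 of these 6 genes, had a log2 fold change of 4.63 without Ras V12 replicate 3. It was listed at 0 in the controls but at an FPKM of 17.7 in run 3B of control replicate 3, so this mean rests in part on an uncertain 0. Eater, nimC3, Pxn and RhoL were each higher in every Ras V12 replicate than in every control, with log2 fold changes of 1.45, 1.35, 1.23 and 1.64 (adjusted p = 0.409, 0.433, 0.409 and 0.484). Adjusted over the list alone, 4 hemocyte genes passed, and none did over all genes tested, where 9 had an unadjusted p under 0.05.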

The transcriptional profile of induced genes in the fat body of Ras^V12^-expressing larvae also shares some similarities with the pattern found upon wasp parasitization although many bacterially-induced genes were also identified as well as genes involved in developmental processes and potentially in wound healing. In contrast to many mutants that lead to melanotic pseudotumors where it was difficult to decide whether melanization is due to changes in the affected tissue or in immune cells themselves, we are able to ascribe the response we observe to changes in the target (non-immune) tissue. In fact, even hemocyte numbers do not appear to differ between Ras^V12^-expressing and control larvae eliminating hemocyte proliferation as a cause for the reaction we observe against the glands (supplementary material Fig. S4). Taken together this proves that the modification of cells by expression of an oncogene and the immune response against them can be physically separated in fly larvae and establishes a useful model to study this response.

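The 14 AMP genes and 14 IM genes together held 0.117%, 0.130% and 0.186% of the summed FPKM in controls 1, 2 and 3, and 0.925%, 1.26% and 1.22% in Ras V12 replicates 1, 2 and 3. The means of 0.144% ± 0.0365 (SD, n = 3) and 1.13% ± 0.183 (SD, n = 3) differed without overlap (exact two-sided permutation test, p = 0.1, the smallest possible). The sum was steadier than its parts. AMPs alone held 0.4498%, 0.410% and 1.10% in Ras V12 replicates, and IMs alone 0.475%, 0.850% and 0.122%. Drs made up most of the AMP share in replicates 1 and 2, and the 13 other AMPs held 0.111%, 0.0502% and 1.03%. A share of summed FPKM does not depend on the scaling between libraries.

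**Figure D5:**
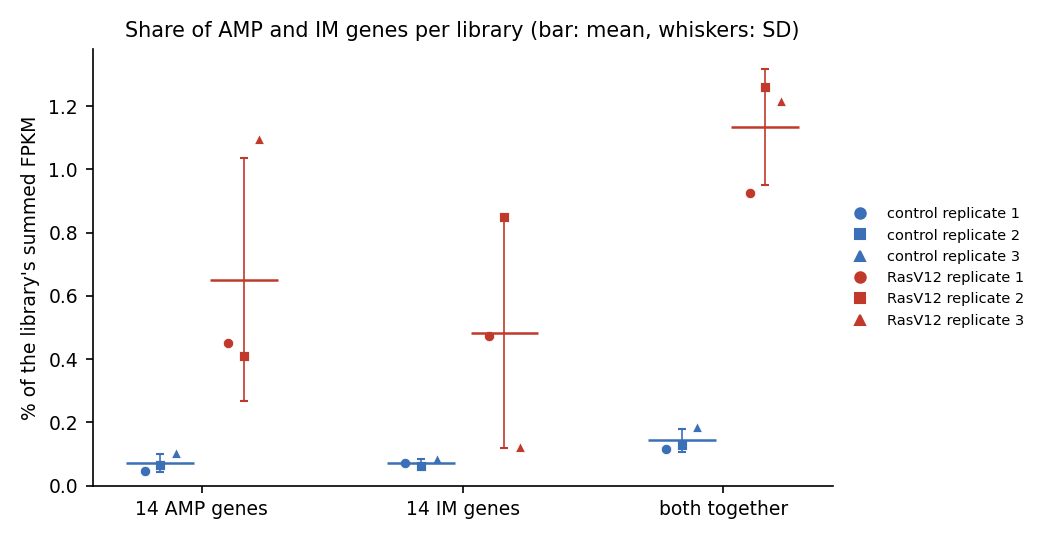
Share of each library's summed FPKM, in percent, held by 14 AMP genes, by 14 IM genes and by both together, with the group mean as a bar and the SD as whiskers. Both together lie between 0.117% and 0.186% in controls and between 0.925% and 1.26% in Ras V12 replicates.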

The response in the fat body of Ras^V12^-expressing larvae shows typical signatures of an immune response and is dominated by the expression of peptides with known antimicrobial activity such as Cecropins and Attacin and other previously described immune-induced peptides (Uttenweiler-Joseph et al., 1998). We observe strong activation of both the Toll and imd pathways. 

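Genes that encode pathway components or feedback regulators were followed as well. Rel had a scaled FPKM of 69.9 ± 8.23 (SD, n = 3) in controls and 96.5 ± 26.6 (SD, n = 3) in Ras V12 replicates (log2 fold change 0.43, standard error 0.23, adjusted p = 0.616). Pirk, an inhibitor of imd signaling, had 1.29, 6.536 and 0.720 in controls and 2.53, 4.86 and 27.1 in Ras V12 replicates (log2 fold change 1.43, adjusted p = 0.644), and PGRP-LB reached 52.9 in replicate 3 against at most 13.9 elsewhere (log2 fold change 0.91, adjusted p = 0.677). Dif was separated, at 19.4 ± 2.94 (SD, n = 3) and 26.7 ± 4.04 (SD, n = 3), with a log2 fold change of 0.44 (standard error 0.17, adjusted p = 0.552). The Toll regulators cact and nec had log2 fold changes of 0.04 and 0.03 (adjusted p = 0.950 and 0.968), whose sign turned with single libraries left out.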

Induction of Toll-dependent expression is in line with several previous reports on a correlation between activation of melanization and Toll-signaling (Govind, 1996; Lemaitre et al., 1995; Scherfer et al., 2006).

It remains to be studied which of the induced genes are active against the Ras-expressing tissue, but one possibility is that some of the peptides act against aberrant cells as has been hypothesized (Reddy et al., 2004). For example due to their basic nature antimicrobial peptides may have the potential to specifically bind to phosphatidylserine-positive tumor cells (Zwaal et al., 2005). As mentioned above, we observe that phosphatidylserine is exposed in Ras^V12^-expressing glands similar to other pathological situations (Zwaal et al., 2005) making them a potential target in this scenario. In a similar way CD36-like scavenger receptors, which we found differentially expressed in Ras^V12^-expressing larvae may interact with phosphatidylserine. 

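Of 15 CD36-like scavenger receptor names, 14 were matched and 8 tested, and their mean log2 fold change of 0.25 (6 genes higher and 2 lower, camera adjusted p = 0.329) did not stand apart. Without Ras V12 replicate 3 the mean was 0.61 and passed. Crq (2L, 448254 to 453023) had a scaled FPKM of 48.6 ± 2.52 (SD, n = 3) in controls and 57.2 ± 2.43 (SD, n = 3) in Ras V12 replicates, without overlap but with a log2 fold change of only 0.23 (standard error 0.12, adjusted p = 0.616). For santa-maria, Ras V12 replicate 3 lay below every control, and for CG7227 it lay next to control replicate 2, the lowest control.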

Using a refined kinetics to study transcription we observe some variability indicating that antimicrobial peptides are not expressed to the same extent during all stages of the response (note the biphasic expression pattern in Fig. 4). Interestingly, we noticed that the majority of the genes with “unknown function” that are induced in the presence of Ras^V12^-expressing glands are also up-regulated in the fat body of wild-type pupae during normal development (Graveley et al., 2011; FlyBase). This is compatible with the idea that some genes required for tissue reconstruction during metamorphosis are also recruited for the response against Ras^V12^-induced cellular changes.

Both these genes and the immune genes are expected to include interesting candidates for regulators and effectors of the innate response against aberrant cell growth. As a proof-of-principle, we show that a mutation in one of them (*santa-maria*) modulates the cellular phenotype after Ras^V12^-overexpression and reduces lethality. Thus Santa-maria contributes to the aberrant phenotype in Ras^V12^-expressing salivary gland cells although it remains to be determined how this works at the molecular level. Based on previous work (Halme et al., 2010), we propose a model where Santa-maria modulates the synthesis of retinoic acid. In this scenario, ectopic expression of Ras^V12^ using Bx activates retinoids similar to a wound model that involves Bx-dependent expression of apoptotic inducers, which leads to a delay in pupariation (Halme et al., 2010; supplementary material Table S3). In contrast to apoptotic wounds, though, Ras^V12^-expressing glands fail to heal leading to pupal lethality. This is in line with the classical proposal that tumors can be regarded as wounds that do not heal (Dvorak, 1986).

### Conclusions

Altogether this work provides further evidence that *Drosophila* is a useful model to study the immune response against aberrant cell growth such as Ras^V12^-induced cellular changes, in particular during early stages, which are less amenable in mammalian models. By characterizing both the cellular and the humoral branch, we are able to establish a comprehensive view of this early response against Ras-expressing cells, which appears to involve both genes required during other immune responses as well as genes of hitherto unknown function in immunity. Primarily at the cellular level we find similarities to the encapsulation response, which helps to segregate and inactivate large intruders such as wasp eggs within the insect host and includes melanization (Fig. 6). Melanization is also the ultimate stage of the response described here and earlier stages likely involve some of the induced peptides as well as proteins of unknown function (Fig. 6). Possibly, the earliest phase of the response involves scavenging transformed cells. Studying *Drosophila* larvae bearing mutations in the genes we identified and their effects on the transformed phenotype will provide further mechanistic insight into the response against cell damage and possibly anti-tumor responses in invertebrates with clear implications for vertebrates and identify novel targets to modulate these responses.

**Fig. 6.**
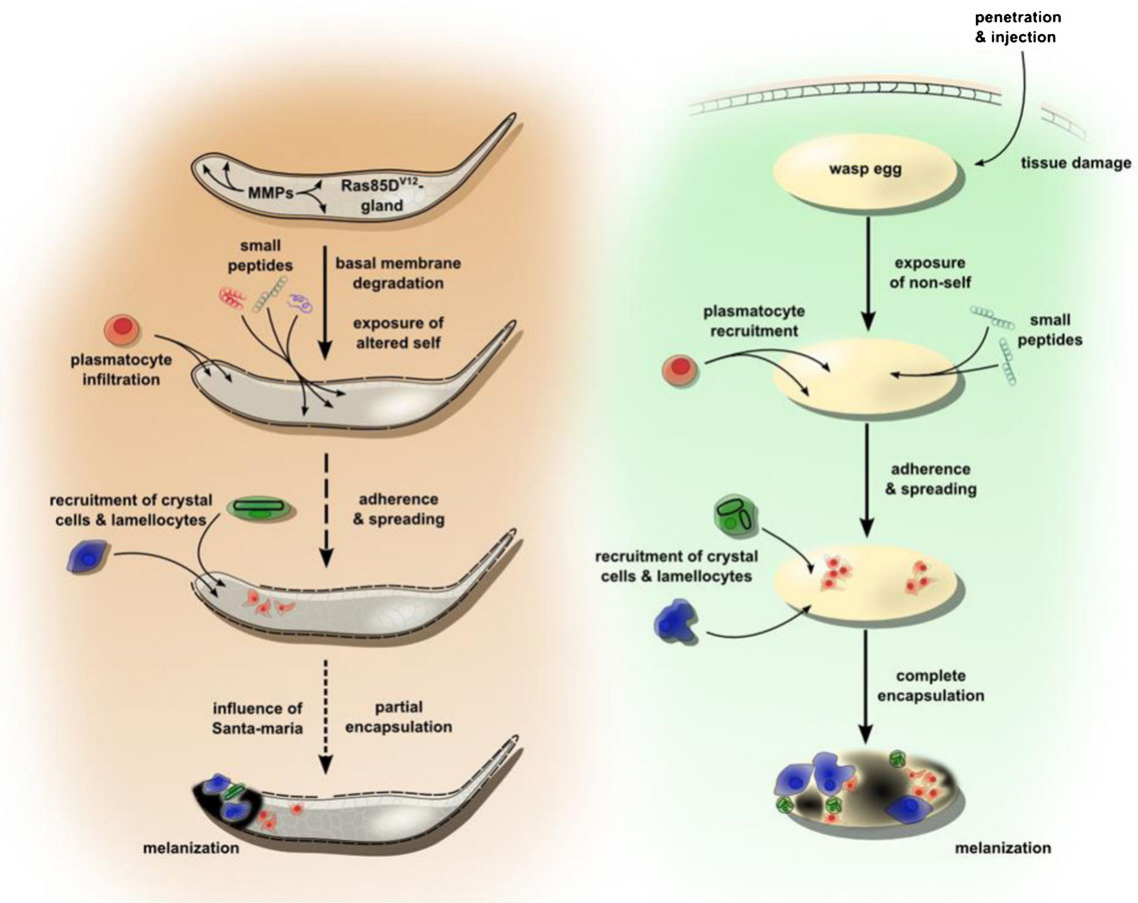
Comparison between the response against transformed tissues and capsule formation. At the cellular level the two responses share many similarities including the cell types involved and the kinetics of their recruitment. The encapsulation of transformed tissue is generally less extensive and melanization less frequent. Specifically in the presence of transformed glands, we observe induction of a large set of small peptides, several immune proteins (such as the scavenger receptors) and a large fraction of proteins of unknown function.

## MATERIALS AND METHODS

### *Drosophila* stocks

Bx^MS1096^-GAL4, LzGal4,UAS-mCD8::GFP.L, UAS-Ras^V12^, spag^k12101^/CyO,UAS-GFP.nls, santa-maria^1^, and the deficiency lines Df(2L)Exel7031/CyO and Df(2L)ED479, P(3′.RS5+3.3′) ED479/SM6a, which cover the santa-maria locus, were obtained from the Bloomington Stock Center (USA). UAS-grim was obtained from the Vanderbilt University Medical Center, Nashville, Tennessee 37232). The vkg^G00454^-GFP-trap line was obtained from from FlyTrap (Quiñones-Coello et al., 2007). The hs-santa-maria strain was a kind gift of Craig Montell (Wang et al., 2007). Generated strains include: Bx-GAL4;Bc^1^, Bx-GAL4;tub GAL80^ts^, Bx-Gal4;santa-maria^1^,Bx-Gal4;;hs-santa-maria, santa-maria^1^;UAS-Ras^V12^, Bx-Gal4;Df(2L)ED479/CyO,GFP and Bx-Gal4;Df(2L)Exel7031/CyO,GFP. All stocks were maintained on a standard potatomash/molasses medium at 25°C.

### Staining and imaging

The following primary antibodies and dyes were used: mouse monoclonal anti-Hemese (1:5 dilution (Kurucz et al., 2003)); mouse monoclonal anti-L2 (1:50 dilution (Kurucz et al., 2007)); mouse monoclonal anti-PPO (1:200 dilution, gift from M. Crozatier); mouse monoclonal anti-Mmp1 (1:50 dilution, Developmental Studies Hybridoma Bank, University of Iowa developed by Andrea Page-McCaw); rabbit Cy3-conjugated anti-mouse IgG (1:200 dilution, Jackson Immuno Research); rabbit FITC-conjugated anti-mouse IgG (1:200 dilution, Jackson Immuno Research and Sigma); AlexaFluor 546-conjugated anti-mouse (1:800 dilution, Molecular Probes) DAPI (1:5000 dilution, Sigma–Aldrich), Hoechst 33342 (1:1000 dilution, Immunochemistry); FLICA reagent (1:150 dilution, Immunocytochemistry); AlexaFluor-conjugated Annexin-5 (1:250 dilution, Invitrogen). The samples were mounted in DABCO-glycerol or in Fluoromount-G (SouthernBiotech). Bright field, phase contrast and wide field fluorescence images were taken in a Zeiss Axioplan 2 microscope equipped with a motorized stage and AxioVision™ software package installed (version 4.6.3 including modules for Z-stack recording and extended focus). Confocal images were taken in a Zeiss LSM 510 Meta microscope.

### Live-imaging of larvae

Larvae were fixed on Scotch tape that was glued onto microscope slides. Live *Bx*>*GFP* and *Bx*>*GFP Ras^V12^* larvae were imaged with a 2.5× objective in a Zeiss Axioplan 2 microscope and an AxioCam HRm camera.

### Detection of hemocytes and MMP1 on tissue

Salivary glands and wing discs were dissected in a depression slide with larvae immersed in PBS. Tissues were fixed in 3.7% formaldehyde 1 h at RT or overnight at 4°C, washed three times 10 min in PBS and blocked in PBS, pH 7.5 containing 1% w/v BSA for 1 h. This step was followed by incubation with primary antibody (diluted in PBS, pH 7.5 containing 1% w/v BSA) at 4°C, overnight. Secondary antibody (diluted in PBS, pH 7.5 containing 1% w/v BSA) was added for 1 h. Nuclei were stained with Hoechst 33342 or DAPI. Following three times 10 min washing samples were mounted in DABCO-glycerol or in Fluoromount-G (SouthernBiotech).

### Determination of tissue size

Bright field images of whole glands mounted with a coverslip were taken in a Zeiss Axioplan 2 microscope using a Neofluar 2.5× objective and an AxioCam HRm camera. The total area per gland was measured in pixels by masking each gland using the “freehand tool” in Image J (http://rsbweb.nih.gov/ij). The average gland size per sample was determined by measuring at least 13 salivary glands.

### Quantification of hemocyte adherence on wing discs and salivary glands

Hemocytes and nuclei were labeled and mounted as described above. Images of whole glands were generated by recording image stacks of 1.8 µm and extended-focus images were calculated (wavelets method, no alignment). Hemocytes on glands were marked and their cumulative area measured in square pixels by ImageJ. The mean of the surfaces covered by hemocytes of all glands measured was divided by the average gland size. Since hemocyte numbers in *Drosophila* larvae are not normally distributed but follow a log-normal distribution (Sorrentino, 2010), all area values were log-transformed. These values were plotted and standard deviation was calculated based on these values. At least 11 salivary glands were analyzed per group.

### FLICA method

Salivary glands were washed in PBS once. FLICA™ reagent (SR-FLICA, Poly-Caspase Kit, cat. no. 916, *Immunochemistry*, *pan-caspase assay*) was diluted 1:150 in PBS and added to the samples and incubated for 60 min at room temperature to allow for reagent binding to active caspases. Samples were washed in 1× washing buffer, and fixed with a formaldehyde-based fixative. Both washing buffer and fixative were supplied with the kit. Hoechst 33342 was used to stain nuclei. Annexin V method: Annexin V binding buffer from the ApoAlert^Tm^ kit was used (Clontech) in conjunction with Alexa Fluor conjugated Annexin V (Invitrogen). Salivary glands were incubated in Annexin V binding buffer solution (2.5 µL Annexin V/100 µL binding buffer) for 15 min at room temperature and protected from light. Salivary glands were washed in binding buffer and fixed in 2% formaldehyde, then washed two times. Nuclei/DNA was stained with Hoechst 33342, samples were washed and mounted in Fluoromount-G (SouthernBiotech).

### Hemocyte counts

Wandering stage third instar larvae were collected as described above washed with fresh water and then they were bled into 20 µl PBS by ripping the cuticle with forceps. The solution was transferred to a counting chamber (FastRead 102 counting slides; Immune Systems Ltd.) and hemocytes were counted in all grids with a phase-contrast microscope. The number of lamellocytes was recorded during all hemocyte countings using a phase-contrast microscope; all cells that had elongated and large-flattened morphology were considered as lamellocytes. The hemocyte numbers were calculated based on to the manufacturer's instructions, taking into account that on average 0.3 µl of hemolymph is retrieved from one larva. To reduce the variance, the hemocyte counts were log-transformed for statistical analysis (Sorrentino, 2010; Fig. 6). ANOVA was performed on the log-transformed data (Sigmaplot 12). Additionally a Kruskal-Wallis One Way Analysis of Variance on Rank test was done with the raw hemocyte numbers to confirm the results (Sigmaplot 12).

### RNA extraction, RNA sequencing and bioinformatics analysis

Fat body tissues, excluding gonads, were collected in triplicates immediately after dissection in ice chilled TRIzol® Reagent (Invitrogen, cat. no. 10296-028). After collecting fat body from 40 individuals for each replicate, samples were vortexed and stored at −80°C. After thawing the total RNA was prepared according to the instructor's manual for TRIzol® Reagent and further purified with the help of the Qiagen RNeasy Mini Kit (cat. no. 74104). Qiagen DNase for DNA degradation and subsequent purification was applied. cDNA was prepared employing the SuperScript III Reverse Transcriptase (Invitrogen, cat. no. 18080-044). Quality was assessed using the Experion RNA StdSens Analysis kit (BioRad).

### Sequencing

The clustering was performed on a cBot cluster generation system using a HiSeq paired-end read cluster generation kit according to the manufacturer's instructions. The samples were sequenced on an Illumina HiSeq 2000 as paired end reads to 100 bp. All lanes were spiked with 1% phiX control library. The sequencing runs were performed according to the manufacturer's instructions.

### Bioinformatics analysis

Base conversion was done using Illuminas OLB v1.9. Mapping of the raw reads obtained from the Illumina HiSeq 2000 sequencing system was performed by Tophat v1.0.14 (Trapnell et al., 2009). Bam files were generated where reads were mapped to the chromosome and duplicates were removed. To obtain quantification scores for all *Drosophila* genes, FPKM (fragments per kilobase of exon model per million mapped reads) values were calculated using Cufflinks v0.0.5 (Trapnell et al., 2012). Ensembl build *EMBL Drosophila_melanogaster.BDGP5.25.64.gtf* was used as a reference genome. Differential gene expression analysis was performed using Cufflinks, Cuffcompare and Cuffdiff (Trapnell et al., 2012), setting the false discovery rate threshold for significance at q = 0.05, the minimum alignment count to 10 and including quartile normalization (http://rsbweb.nih.gov/ij). The fold change in gene expression was calculated by dividing the FPKM values. This value was used to sort and separate up-regulated from down-regulated genes. Lists of significantly up-regulated genes were subjected to Modular Enrichment Analysis via David. The sequencing data (fastq files), the gene expression pattern of all samples (output file of Cufflinks “gene expression” converted to Excel) and the results (output file of Cuffcompare “gene differential expression testing” converted to Excel) are uploaded to the NCBI, GEO under the accession number GSE4148.

### Real time qPCR

RNA extraction, purification, cDNA synthesis and assessment were carried out as described above for 12 larvae per time frame and genotype. Real time qPCR was performed, comprising KAPA PROBE FAST Universal qPCR Master mix and the TaqMan Gene Expression Assays for the indicated genes, namely PGRP-SB1 (Dm01805870_g1), or customized probes and the corresponding primers for CecA1 and Drs on a Rotor-Gene Q (Qiagen). All samples were analyzed in triplicates and normalized to the expression of RpL32 as an internal control. Microsoft Excel served to analyze the obtained data.

### Survival rate

For survival rate assays, pupae and eclosing flies were counted and the ratios relative to the total number of individuals determined.

### Heat shock treatment

Eggs were collected on plates during 6 h and hatching larvae carefully transferred to new vials to avoid larval crowding. Heat-shocks were applied according to Gong and Golic at 72 h and 96 h after egg deposition (Gong and Golic, 2006). Incubation of vials for 60 min in a 37°C water bath was preceded by administering 35°C for 30 min in a separate bath to minimize heat induced mortality. Control larvae were incubated at 29°C like the experimental samples before and after heat treatment.

### SMURF-assay

Eggs of the appropriate genotypes were collected for 6 h at 25°C and raised at 29°C on standard potatomash/molasses medium, while carefully avoiding larval crowding. Exactly 96 h after egg deposition larvae were transferred to standard medium supplemented with Brilliant blue FCF (25 mg·ml^−1^) (Rera et al., 2012) (Erioglaucine disodium salt, 861146, Sigma–Aldrich, Co.). After 1, 3 or 24 h at 29°C on this blue medium, the individual larvae were washed thoroughly in water and 75% ethanol to remove any dye on the cuticular surface. All specimens were anaesthetized for maximally 3 min in special cages with diethylether before taking pictures of the whole organism with a Leica MZ FLIII equipped with a LumixG2. LzGal4,UAS-mCD8::GFP-larvae were used because of their strong GFP-expression in salivary glands, which facilitates detection of injuries. Glands were fragmented by in situ, non-invasive wounding (squeeze wounds) without opening the cuticle right before transferring to Brilliant blue FCF-supplemented medium.

### Raising larvae on antibiotics

Eggs collected during 6 h time slots were incubated for 24 h at 25°C and hatched larvae transferred to antibiotics medium, while carefully avoiding larval crowding. Antibiotics added comprise Neomycin (50 mg·ml^−1^), Vancomycin (50 mg·ml^−1^), Carbenicillin (50 mg·ml^−1^) and Metronidazole (8.38 mg·ml^−1^) (Ryu et al., 2008). To check Drosomycin expression, larvae were incubated for another 48 h at 29°C and treated as mentioned above. For the plating assay, larvae were raised for an additional 72 h at 29°C. At this time larvae were washed by several times mild vortexing in 75% ethanol to remove bacteria and fungi attached to the cuticle. Individual larvae were subsequently homogenized in 100 µl PBS and the homogenate plated under sterile conditions. After formation of bacterial colonies cfu-counts were analyzed with ImageJ. Unpaired Students T-tests with equal variance were performed for comparison between the different samples. Additional batches of 72 h antibiotics treated larvae (29°C) were shock frozen in liquid nitrogen. Genomic DNA of these samples was extracted with Phenol-chloroform-isoamyl alcohol [77617, Sigma–Aldrich, Co.] and used for PCR in combination with 16S-universal bacterial primers, namely 16S-27F and 16S-1391R. Primers for *Drosophila* RpL32 were used as a positive control. To analyse adult flies and eclosing rates after antibiotics treatment larvae were incubated for another 144 h. Wings, pupal cases and pupae of these specimens were mounted afterwards. Pictures were taken with a Leica MZ 9_5_ equipped with a LumixG2.

## Supplementary Material

Supplementary Material

## References

[b1] BangiE.PitsouliC.RahmeL. G.CaganR.ApidianakisY. (2012). Immune response to bacteria induces dissemination of Ras-activated Drosophila hindgut cells. EMBO Rep. 13, 569–576 10.1038/embor.2012.4422498775PMC3367237

[b2] BerryD. L.BaehreckeE. H. (2007). Growth arrest and autophagy are required for salivary gland cell degradation in Drosophila. Cell 131, 1137–1148 10.1016/j.cell.2007.10.04818083103PMC2180345

[b3] BidlaG.DushayM. S.TheopoldU. (2007). Crystal cell rupture after injury in Drosophila requires the JNK pathway, small GTPases and the TNF homolog Eiger. J. Cell Sci. 120, 1209–1215 10.1242/jcs.0342017356067

[b4] BidlaG.HaulingT.DushayM. S.TheopoldU. (2009). Activation of insect phenoloxidase after injury: endogenous versus foreign elicitors. J. Innate Immun. 1, 301–308 10.1159/00016800920375588

[b5] BrumbyA. M.RichardsonH. E. (2003). scribble mutants cooperate with oncogenic Ras or Notch to cause neoplastic overgrowth in Drosophila. EMBO J. 22, 5769–5779 10.1093/emboj/cdg54814592975PMC275405

[b6] CorderoJ. B.MacagnoJ. P.StefanatosR. K.StrathdeeK. E.CaganR. L.VidalM. (2010). Oncogenic Ras diverts a host TNF tumor suppressor activity into tumor promoter. Dev. Cell 18, 999–1011 10.1016/j.devcel.2010.05.01420627081PMC3175220

[b7] DavisM. M.EngströmY. (2012). Immune response in the barrier epithelia: lessons from the fruit fly Drosophila melanogaster. J. Innate Immun. 4, 273–283 10.1159/00033294722237424PMC6741545

[b8] De GregorioE.SpellmanP. T.TzouP.RubinG. M.LemaitreB. (2002). The Toll and Imd pathways are the major regulators of the immune response in Drosophila. EMBO J. 21, 2568–2579 10.1093/emboj/21.11.256812032070PMC126042

[b9] DvorakH. F. (1986). Tumors: wounds that do not heal. Similarities between tumor stroma generation and wound healing. N. Engl. J. Med. 315, 1650–1659 10.1056/NEJM1986122531526063537791

[b10] EleftherianosI.RevenisC. (2011). Role and importance of phenoloxidase in insect hemostasis. J. Innate Immun. 3, 28–33 10.1159/00032193121051882

[b11] FengY.SantorielloC.MioneM.HurlstoneA.MartinP. (2010). Live imaging of innate immune cell sensing of transformed cells in zebrafish larvae: parallels between tumor initiation and wound inflammation. PLoS Biol. 8, e1000562 10.1371/journal.pbio.100056221179501PMC3001901

[b12] FreyB.GaiplU. S. (2011). The immune functions of phosphatidylserine in membranes of dying cells and microvesicles. Semin. Immunopathol. 33, 497–516. 2094149510.1007/s00281-010-0228-6

[b13] GateffE. (1978). Malignant neoplasms of genetic origin in Drosophila melanogaster. Science 200, 1448–1459 10.1126/science.9652596525

[b14] GongW. J.GolicK. G. (2006). Loss of Hsp70 in Drosophila is pleiotropic, with effects on thermotolerance, recovery from heat shock and neurodegeneration. Genetics 172, 275–286 10.1534/genetics.105.04879316204210PMC1456155

[b15] GonzalezC. (2013). Drosophila melanogaster: a model and a tool to investigate malignancy and identify new therapeutics. Nat. Rev. Cancer 13, 172–183 10.1038/nrc346123388617

[b16] GovindS. (1996). Rel signalling pathway and the melanotic tumour phenotype of Drosophila. Biochem. Soc. Trans. 24, 39–44.867470710.1042/bst0240039

[b17] GraveleyB. R.BrooksA. N.CarlsonJ. W.DuffM. O.LandolinJ. M.YangL.ArtieriC. G.van BarenM. J.BoleyN.BoothB. W. (2011). The developmental transcriptome of Drosophila melanogaster. Nature 471, 473–479 10.1038/nature0971521179090PMC3075879

[b18] HalmeA.ChengM.HariharanI. K. (2010). Retinoids regulate a developmental checkpoint for tissue regeneration in Drosophila. Curr. Biol. 20, 458–463 10.1016/j.cub.2010.01.03820189388PMC2847081

[b19] HanahanD.WeinbergR. A. (2011). Hallmarks of cancer: the next generation. Cell 144, 646–674 10.1016/j.cell.2011.02.01321376230

[b20] HuangD. W.ShermanB. T.ZhengX.YangJ.ImamichiT.StephensR.LempickiR. A. (2009). Extracting biological meaning from large gene lists with DAVID. Curr. Protoc. Bioinformatics 27, 13.11.1–13.11.13 10.1002/0471250953.bi1311s2719728287

[b21] IgakiT.Pastor-ParejaJ. C.AonumaH.MiuraM.XuT. (2009). Intrinsic tumor suppression and epithelial maintenance by endocytic activation of Eiger/TNF signaling in Drosophila. Dev. Cell 16, 458–465 10.1016/j.devcel.2009.01.00219289090PMC2729686

[b22] IrvingP.UbedaJ. M.DoucetD.TroxlerL.LagueuxM.ZacharyD.HoffmannJ. A.HetruC.MeisterM. (2005). New insights into Drosophila larval haemocyte functions through genome-wide analysis. Cell. Microbiol. 7, 335–350. 1567983710.1111/j.1462-5822.2004.00462.x

[b23] KarimF. D.RubinG. M. (1998). Ectopic expression of activated Ras1 induces hyperplastic growth and increased cell death in Drosophila imaginal tissues. Development 125, 1–9.938965810.1242/dev.125.1.1

[b24] KarpacJ.YoungerA.JasperH. (2011). Dynamic coordination of innate immune signaling and insulin signaling regulates systemic responses to localized DNA damage. Dev. Cell 20, 841–854 10.1016/j.devcel.2011.05.01121664581PMC3151532

[b25] KounatidisI.LigoxygakisP. (2012). Drosophila as a model system to unravel the layers of innate immunity to infection. Open Biol 2, 120075 10.1098/rsob.12007522724070PMC3376734

[b26] KuruczE.ZettervallC. J.SinkaR.VilmosP.PivarcsiA.EkengrenS.HegedüsZ.AndoI.HultmarkD. (2003). Hemese, a hemocyte-specific transmembrane protein, affects the cellular immune response in Drosophila. Proc. Natl. Acad. Sci. USA 100, 2622–2627 10.1073/pnas.043694010012598653PMC151390

[b27] KuruczE.VácziB.MárkusR.LaurinyeczB.VilmosP.ZsámbokiJ.CsorbaK.GateffE.HultmarkD.AndóI. (2007). Definition of Drosophila hemocyte subsets by cell-type specific antigens. Acta Biol. Hung. 58, Suppl., 95-111 10.1556/ABiol.58.2007.Suppl.818297797

[b28] LeeM. J.MondalA.SmallC.PaddibhatlaI.KawaguchiA.GovindS. (2011). A database for the analysis of immunity genes in Drosophila: PADMA database. Fly (Austin) 5, 155–161 10.4161/fly.5.2.1467421273816PMC3360108

[b29] LemaitreB.HoffmannJ. (2007). The host defense of Drosophila melanogaster. Annu. Rev. Immunol. 25, 697–743 10.1146/annurev.immunol.25.022106.14161517201680

[b30] LemaitreB.MeisterM.GovindS.GeorgelP.StewardR.ReichhartJ.-M.HoffmannJ. A. (1995). Functional analysis and regulation of nuclear import of dorsal during the immune response in Drosophila. EMBO J. 14, 536–545.785974210.1002/j.1460-2075.1995.tb07029.xPMC398111

[b31] MárkusR.LaurinyeczB.KuruczE.HontiV.BajuszI.SiposB.SomogyiK.KronhamnJ.HultmarkD.AndóI. (2009). Sessile hemocytes as a hematopoietic compartment in Drosophila melanogaster. Proc. Natl. Acad. Sci. USA 106, 4805–4809 10.1073/pnas.080176610619261847PMC2660760

[b32] MilesW. O.DysonN. J.WalkerJ. A. (2011). Modeling tumor invasion and metastasis in Drosophila. Dis. Model. Mech. 4, 753–761 10.1242/dmm.00690821979943PMC3209645

[b33] MinakhinaS.StewardR. (2006). Melanotic mutants in Drosophila: pathways and phenotypes. Genetics 174, 253–263 10.1534/genetics.106.06197816816412PMC1569781

[b34] NicholsZ.VogtR. G. (2008). The SNMP/CD36 gene family in Diptera, Hymenoptera and Coleoptera: Drosophila melanogaster, D. pseudoobscura, Anopheles gambiae, Aedes aegypti, Apis mellifera, and Tribolium castaneum. Insect Biochem. Mol. Biol. 38, 398–415 10.1016/j.ibmb.2007.11.00318342246

[b35] PagliariniR. A.XuT. (2003). A genetic screen in Drosophila for metastatic behavior. Science 302, 1227–1231 10.1126/science.108847414551319

[b36] PallaviS. K.HoD. M.HicksC.MieleL.Artavanis-TsakonasS. (2012). Notch and Mef2 synergize to promote proliferation and metastasis through JNK signal activation in Drosophila. EMBO J. 31, 2895–2907 10.1038/emboj.2012.12922580825PMC3395089

[b37] Pastor-ParejaJ. C.GraweF.Martín-BlancoE.García-BellidoA. (2004). Invasive cell behavior during Drosophila imaginal disc eversion is mediated by the JNK signaling cascade. Dev. Cell 7, 387–399 10.1016/j.devcel.2004.07.02215363413

[b38] Pastor-ParejaJ. C.WuM.XuT. (2008). An innate immune response of blood cells to tumors and tissue damage in Drosophila. Dis. Model. Mech. **1**, 144-154, discussion 153 10.1242/dmm.000950PMC256217819048077

[b39] Quiñones-CoelloA. T.PetrellaL. N.AyersK.MelilloA.MazzalupoS.HudsonA. M.WangS.CastiblancoC.BuszczakM.HoskinsR. A. (2007). Exploring strategies for protein trapping in Drosophila. Genetics 175, 1089–1104 10.1534/genetics.106.06599517179094PMC1840052

[b40] RajanA.PerrimonN. (2013). Of flies and men: insights on organismal metabolism from fruit flies. BMC Biol. 11, 38. 2358719610.1186/1741-7007-11-38PMC3626883

[b41] ReddyK. V.YederyR. D.AranhaC. (2004). Antimicrobial peptides: premises and promises. Int. J. Antimicrob. Agents 24, 536–547 10.1016/j.ijantimicag.2004.09.00515555874

[b42] ReraM.ClarkR. I.WalkerD. W. (2012). Intestinal barrier dysfunction links metabolic and inflammatory markers of aging to death in Drosophila. Proc. Natl. Acad. Sci. USA 109, 21528–21533 10.1073/pnas.121584911023236133PMC3535647

[b43] RyuJ. H.KimS. H.LeeH. Y.BaiJ. Y.NamY. D.BaeJ. W.LeeD. G.ShinS. C.HaE. M.LeeW. J. (2008). Innate immune homeostasis by the homeobox gene caudal and commensal-gut mutualism in Drosophila. Science 319, 777–782 10.1126/science.114935718218863

[b44] ScherferC.QaziM. R.TakahashiK.UedaR.DushayM. S.TheopoldU.LemaitreB. (2006). The Toll immune-regulated Drosophila protein Fondue is involved in hemolymph clotting and puparium formation. Dev. Biol. 295, 156–163 10.1016/j.ydbio.2006.03.01916690050

[b45] SchlenkeT. A.MoralesJ.GovindS.ClarkA. G. (2007). Contrasting infection strategies in generalist and specialist wasp parasitoids of Drosophila melanogaster. PLoS Pathog. 3, e158 10.1371/journal.ppat.0030158PMC204202117967061

[b46] SchreiberR. D.OldL. J.SmythM. J. (2011). Cancer immunoediting: integrating immunity's roles in cancer suppression and promotion. Science 331, 1565–1570 10.1126/science.120348621436444

[b47] SorrentinoR. P. (2010). Large standard deviations and logarithmic-normality: the truth about hemocyte counts in Drosophila. Fly (Austin) 4, 327–332 10.4161/fly.4.4.1326020855971PMC3174483

[b48] SrivastavaA.Pastor-ParejaJ. C.IgakiT.PagliariniR.XuT. (2007). Basement membrane remodeling is essential for Drosophila disc eversion and tumor invasion. Proc. Natl. Acad. Sci. USA 104, 2721–2726 10.1073/pnas.061166610417301221PMC1815248

[b49] TheopoldU.KrautzR.DushayM. S. (2014). The Drosophila clotting system and its messages for mammals. Dev. Comp. Immunol. 42, 42–46 10.1016/j.dci.2013.03.01423545286

[b50] TrapnellC.PachterL.SalzbergS. L. (2009). TopHat: discovering splice junctions with RNA-Seq. Bioinformatics 25, 1105–1111 10.1093/bioinformatics/btp12019289445PMC2672628

[b51] TrapnellC.RobertsA.GoffL.PerteaG.KimD.KelleyD. R.PimentelH.SalzbergS. L.RinnJ. L.PachterL. (2012). Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nat. Protoc. 7, 562–578 10.1038/nprot.2012.01622383036PMC3334321

[b52] TungT. T.NagaosaK.FujitaY.KitaA.MoriH.OkadaR.NonakaS.NakanishiY. (2013). Phosphatidylserine recognition and induction of apoptotic cell clearance by Drosophila engulfment receptor Draper. J. Biochem. 153, 483–491 10.1093/jb/mvt01423420848

[b53] UhlirovaM.BohmannD. (2006). JNK- and Fos-regulated Mmp1 expression cooperates with Ras to induce invasive tumors in Drosophila. EMBO J. 25, 5294–5304 10.1038/sj.emboj.760140117082773PMC1636619

[b54] Uttenweiler-JosephS.MoniatteM.LagueuxM.Van DorsselaerA.HoffmannJ. A.BuletP. (1998). Differential display of peptides induced during the immune response of Drosophila: a matrix-assisted laser desorption ionization time-of-flight mass spectrometry study. Proc. Natl. Acad. Sci. USA 95, 11342–11347 10.1073/pnas.95.19.113429736738PMC21644

[b55] VodovarN.VinalsM.LiehlP.BassetA.DegrouardJ.SpellmanP.BoccardF.LemaitreB. (2005). Drosophila host defense after oral infection by an entomopathogenic Pseudomonas species. Proc. Natl. Acad. Sci. USA 102, 11414–11419 10.1073/pnas.050224010216061818PMC1183552

[b55a] WangT.JiaoY.MontellC. (2007). Dissection of the pathway required for generation of vitamin A and for Drosophila phototransduction. J. Cell Biol. 177, 305–316 10.1083/jcb.20061008117452532PMC2064138

[b56] WatsonK. L.JohnsonT. K.DenellR. E. (1991). Lethal(1) aberrant immune response mutations leading to melanotic tumor formation in Drosophila melanogaster. Dev. Genet. 12, 173–187 10.1002/dvg.10201203021907895

[b57] WatsonK. L.KonradK. D.WoodsD. F.BryantP. J. (1992). Drosophila homolog of the human S6 ribosomal protein is required for tumor suppression in the hematopoietic system. Proc. Natl. Acad. Sci. USA 89, 11302–11306 10.1073/pnas.89.23.113021454811PMC50538

[b58] WatsonK. L.JusticeR. W.BryantP. J. (1994). Drosophila in cancer research: the first fifty tumor suppressor genes. J. Cell Sci. Suppl. 18, 19–33 10.1242/jcs.1994.Supplement_18.47883789

[b59] WertheimB.KraaijeveldA. R.SchusterE.BlancE.HopkinsM.PletcherS. D.StrandM. R.PartridgeL.GodfrayH. C. (2005). Genome-wide gene expression in response to parasitoid attack in Drosophila. Genome Biol. 6, R94. 1627774910.1186/gb-2005-6-11-r94PMC1297650

[b60] WilliamsM. J. (2007). Drosophila hemopoiesis and cellular immunity. J. Immunol. 178, 4711–4716.1740424810.4049/jimmunol.178.8.4711

[b61] ZwaalR. F.ComfuriusP.BeversE. M. (2005). Surface exposure of phosphatidylserine in pathological cells. Cell. Mol. Life Sci. 62, 971–988. 1576166810.1007/s00018-005-4527-3PMC11924510

# Supplementary material for: A Drosophila immune response against Ras-induced overgrowth
**Source:** Biol Open. 2014 Mar 21;3(4):250–60. doi: 10.1242/bio.20146494
**Supplement:** Supplementary Material

A Drosophila immune response against Ras-induced overgrowth — Supplementary Material 

# A *Drosophila* immune response against Ras-induced overgrowth

## bio.20146494 Supplementary Material

**Files in this Data Supplement:**

- Supplementary Material - Thomas Hauling et al. doi: 10.1242/bio.20146494
- Table S1 - Complete list of Ras-induced genes and comparison with other infection models. 

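For each gene, Table S1 sets a fold and a q-value from the authors' comparison of Ras V12 and control fat bodies beside its response to bacteria and to wasps in published studies. Genes are listed by symbol, and those induced and those reduced are kept apart. Of the induced genes, 163 have no defined fold in the table, and 18 reduced genes have a fold of 0. For the 259 induced genes with a defined fold both in the table and here, the ratio of mean scaled FPKM had a Spearman correlation of 0.879 with the paper's fold, and for 106 matched reduced genes of 0.887, both across genes. The median of this ratio over the paper's fold was 0.843 among the induced genes. The reduced list includes 20 genes whose value in the merged table of control replicate 3 exceeds 0.770 times that of run 3A by over 1 FPKM.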

The complete list of differentially regulated genes is shown, genes that differ at q<0.05 are highlighted in green, genes that differ at p<0.05 are indicated in red letters. The list of regulated genes is also compared to those after infection with bacteria and after wasp infestation (see supplementary material Fig. S4 for a Venn diagram of this comparison).
- Table S2 - Genes associated with immunity are up-regulated in RasV12-expressing larvae. A gene ontology cluster analysis of all genes showing significant changes (up- and down-regulated) in the differential gene expression analysis was performed using DAVID (Huang et al., 2009).
- Table S3 - Melanization of apoptotic tissues. The induction of apoptotic inducers was carried out as described in Materials and Methods for UAS-RasV12. The observed phenotypes were as follows: (−): no melanization; (o): small melanotic masses; (+): large melanotic masses (additional observations are indicated in brackets).

# Supplementary material for: A Drosophila immune response against Ras-induced overgrowth
**Source:** Biol Open. 2014 Mar 21;3(4):250–60. doi: 10.1242/bio.20146494
**Supplement:** Supplementary Material

**Table S3. Melanization of apoptotic tissues**

|  | Expression profile of GAL 4 driver (additional information in brackets) | Melanization (additional observations in brackets) |
| --- | --- | --- |
| UAS-grim | imaginal discs, brain (c701b-GAL4) | − (lethal) |
|  | eye disc (GmR-GAL4) | − (reduced eyes in adults) |
|  | wing disc and salivary glands (BxMS1096-GAL4) | − (extended larval period, reduced wings in adults) |
|  | salivary glands (Sgs3-GAL4) | − |
|  | late 3rd instar fat body (Lsp2-GAL4) | − (larvae more transparent) |
|  | fat body and salivary glands (5253 GAL4) | − (lethal in larval stage, larvae are smaller than wt) |
|  | hemocytes (he-GAL4: tub-GAL80ts) | + (melanotic bodies in hemolymph) |
|  | hemocytes (he-GAL4) | o (melanotic bodies in hemolymph) |
|  | ubiquitously in all tissues (Heat shock GAL4 (heat shock at 37°C for 1 h, then transfer to 25°C) | + (lethal, melanization variable, throughout the animal) |
| UAS-hid | imaginal discs, brain (c701b-GAL4) | lethal |
|  | late 3rd instar fat body (Lsp2-GAL4) | − |
|  | fat body and salivary glands (5253 GAL4) | − (lethal in larval stage) |
|  | eye disc (GmR-GAL4) | − (lethal in pupal stage) |
| UAS-reaper | late 3rd instar fat body (Lsp2-GAL4) | − |
|  | eye disc (GmR-GAL4) | − (lethal in pupal stage) |

The induction of apoptotic inducers was carried out as described in Materials and Methods for UAS-Ras^V12^. The observed phenotypes were as follows: (−): no melanization; (o): small melanotic masses; (+): large melanotic masses (additional observations are indicated in brackets).

How the deposited data were processed for this re-analysis (not part of the article)

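RNA of fat bodies from wandering larvae was measured in 3 control replicates (Bx-GAL4 crossed to a strain without the transgene) and 3 Ras V12 replicates (Bx-GAL4 crossed to UAS-Ras V12), each from 40 larvae and collected without gonads. The authors mapped paired reads with TopHat, removed duplicates and deposited 1 table of FPKM with confidence bounds per library, made with Cufflinks on the Ensembl annotation of the BDGP5 genome. Control replicate 3 was sequenced in run 3A and again in run 3B, and a deposited table labelled as both runs merged was used as replicate 3. It holds mostly run 3A, since of 456 genes above 0 in run 3B and at 0 in run 3A it lists 439 at 0. Each table lists 14804 genes, except that of run 3B with 14794. Coordinates are those of the authors' annotation, counted from 1, and a newer annotation was used only to match gene names. The reads and the authors' Cuffdiff comparison were not used here.

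The fragments behind each FPKM were worked out from its confidence bounds. Relative to control replicate 1, the depth was 1.17 and 0.604 in control replicates 2 and 3 and 0.752, 1.17 and 1.17 in Ras V12 replicates 1, 2 and 3. A value resting on 3 fragments or fewer was treated as at the floor. A fold against controls that all lie above 0 and at or under that floor is given as a lower bound, and no fold is given against controls listed at 0. The 10 most abundant genes held 21.2%, 20.6% and 26.2% of the summed FPKM in controls and 20.1%, 16.9% and 21.4% in Ras V12 replicates.

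FPKM were scaled by the 75th percentile of each library over genes above 0 in at least 1 library, with factors of 0.999, 0.988 and 1.52 for controls and 0.950, 0.808 and 0.963 for Ras V12 replicates. Genes with a mean FPKM of at least 1 were tested on log2(scaled FPKM + 1) with limma (lmFit, eBayes with trend, no replicate block), and p-values were adjusted with the Benjamini-Hochberg method. Genes were counted at an adjusted or unadjusted p under 0.05 with a change over 2-fold on that scale. Comparisons of single values used exact permutation tests over the 20 assignments of 6 libraries. Replicate numbers do not pair the libraries: after removal of each group's mean, libraries of the same number had correlations across genes of 0.0984, -0.179 and -0.142. The labels give no sequencing batch.

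Gene lists were tested with camera at a preset correlation of 0.01, where at least 3 genes were tested, and with fry and with camera at the estimated correlation as alternatives. The 24 lists are antimicrobial peptides, immune-induced molecules, drosomycin-like, PGRPs, CD36-like scavenger receptors, Toll-preferential, imd-preferential, JAK/STAT, testis, larval midgut, larval cuticle, salivary gland glue, hemocyte, fat body, muscle, ecdysone-metamorphosis, Hsp70, other heat shock, male dosage compensation RNA, female yolk, Malpighian tubule, EGFR-Ras pathway targets, basement membrane and metalloproteinases, and ribosomal proteins. They hold 338 names, of which 313 were matched by symbol, 22 through the newer annotation and 3 not at all. Of the paper's 438 induced genes 433 were matched, 3 of them through the newer annotation, and all 124 reduced genes.

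The tests of single genes, of replicate consistency, of the direction of the paper's genes and of gene lists were set before the data were examined. So were the lists, the alternatives and the rule for naming genes. The correlations with the ecdysone list, the shares of summed FPKM, the permutation tests of list means and the tests of explanations were not among them. Named were the genes that the paper's text names for the fat body transcriptome, the paper's induced genes at q<0.05, the list members, Ras85D and Bx, and the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05 and complete separation. The alternatives added 0.1 or 5 in place of 1, used no filter or a mean FPKM of at least 5, no scaling or the median of ratios, run 3A or run 3B as control replicate 3, robust eBayes, array weights, a replicate block, or left out each replicate in turn. One further setting, run 3A without the genes raised in the merged table, was chosen after seeing the data.

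The test was tested on simulated data of the same size. Of 200 changed genes 161 were called (80.5%), and 88.7% of the 97 changed by 3 or 4 on the log2 scale. Among unchanged genes 6 were called, and 0 when no gene was changed. The median error of the log2 fold change was 0.14. A list of raised genes gave a camera p of 3.8e-47, and 2% of 100 unchanged lists had a p under 0.05. The simulated genes varied independently of each other. This share therefore does not hold for lists whose genes vary together, such as the AMPs with an estimated correlation of 0.649. R 4.3.3 with limma 3.58.1 was used, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.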

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

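All tests in this part were chosen only after the results they examine had been seen.

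The tests chosen afterwards are those of possible explanations. Camera on the lists and the alternatives, such as leaving out a replicate, were set before the data were examined. The paper does not discuss hemocyte genes in the fat body, and their list had a mean log2 fold change of 1.15 (median with lower bounds 1.34). Over the 6 tested genes outside the paper's list, whose genes were chosen for their change in these libraries, the mean was 0.65 (camera adjusted p = 0.0866). The uncertain gene He is 1 of these 6, with a log2 fold change of 4.63 without Ras V12 replicate 3, so this mean rests in part on it. The values that follow are of the whole hemocyte list. Its mean log2(scaled FPKM + 1) was 2.48, 2.42 and 2.88 in controls and 3.42, 4.35 and 3.45 in Ras V12 replicates (exact permutation test, p = 0.1, the smallest possible). A smaller share of fat body would raise every other tissue alike. The hemocyte list minus the muscle list instead rose by 1.63, from -0.01, -0.36 and -0.62 in controls to 1.75, 1.52 and 0.64 in Ras V12 replicates. However, 7 names of the hemocyte list are on the paper's induced list, chosen for their rise in these libraries, and Hml and He are uncertain. This raises the difference by itself, so it does not decide on that explanation. Hemocytes collected with the fat bodies and expression within the fat body cannot be told apart, although 10 of the 13 genes were highest in Ras V12 replicate 2, because the tissue was not separated by cell type. The paper reports hemocytes attached to other tissues of these larvae, and this biological source was not tested. Hml and He, listed at 0 in the controls but at an FPKM of 4.12 and 17.7 in run 3B of control replicate 3, overlap CG8745 by 12 bases and nimB5 by 80 bases and are uncertain.

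The fat body list had a mean log2 fold change of -0.56 (7 of 8 genes lower) and the muscle list of -0.48 (12 of 13 lower). Without scaling the median log2 fold change of all genes rose to 0.30, so the size of both falls depends on the scaling. Neither fall was even across replicates. The fat body list was 13.27, 13.46 and 13.93 in controls and 12.96, 12.51 and 13.51 in Ras V12 replicates, and its mean was -0.32 without Ras V12 replicate 2. The muscle mean was -0.10 without Ras V12 replicate 1. A smaller share of fat body would raise the muscle list rather than lower it, but its fall rests mostly on Ras V12 replicate 1. Whether the share of fat body changed is therefore not decided.

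The JAK/STAT list had a mean log2 fold change of 0.62 and was 4.75, 5.15 and 5.46 in controls and 5.44, 5.81 and 5.96 in Ras V12 replicates (exact permutation test, p = 0.2). Its mean was 0.43 over the 5 genes outside the paper's list (camera adjusted p = 0.0430), and with all genes but without control replicate 1 it was 0.43 and no longer passed. The genotype is the biological difference in the design, and no technical explanation specific to these genes was tested.

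The EGFR-Ras list had a mean log2 fold change of 0.57 and was 3.04, 2.74 and 3.01 in controls and 3.69, 3.597 and 3.21 in Ras V12 replicates. Over the 5 genes outside the paper's list the mean was 0.33 (camera adjusted p = 0.0455). Edl had a log2 fold change of 1.21 (standard error 0.25, adjusted p = 0.270) and pnt of 0.33 (adjusted p = 0.496). Salivary gland tissue carried along would bring the transgene with it. Ras85D changed by 0.19, and the tissue and a response of the fat body cannot be told apart, since a small amount of gland would not show against the level of Ras85D in the fat body.

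Glue genes, which salivary glands express, had a mean log2 fold change of -0.65. The list was 2.57, 2.36 and 1.23 in controls and 1.30, 1.08 and 1.83 in Ras V12 replicates, and its mean was -0.24 with run 3B as control replicate 3 and -0.39 without control replicate 1, neither of which passed. No technical or biological explanation of this fall was tested.

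Ribosomal protein genes had a mean log2 fold change of -0.39 (12 of 12 lower). Without scaling the median log2 fold change of all genes rose to 0.30, so the size of this fall depends on the scaling. The list was 10.81, 10.54 and 10.73 in controls and 10.57, 10.06 and 10.28 in Ras V12 replicates. No technical or biological explanation of this fall was tested.

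The midgut list had a mean log2 fold change of -1.76, and 10 of its 13 genes were highest in control replicate 1. The list was 4.73, 2.68 and 0.93 in controls and 1.15, 0.91 and 0.98 in Ras V12 replicates. Jon65Aiv had a scaled FPKM of 309, 33.0 and 1.65 in controls 1, 2 and 3. Without control replicate 1 the mean was -0.88 over the 9 genes that then pass the filter, and no longer passed. Midgut carried along in that replicate and another difference of that replicate cannot be told apart, because other midgut genes stayed near 0 there (Amy-p at 0.247 and Jon99Ci at 0). The list shares 10 genes with the paper's reduced list.

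Beyond the paper's supplementary list, 99 genes had an unadjusted p under 0.05 with a change over 2-fold, and 1 had an adjusted p under 0.05. The 1 gene, snoRNA:Psi28S-3571, rests on 5 fragments, all in Ras V12 replicates, which hold 52.7% of the depth (one-sided exact binomial test, p = 0.0405). It was also picked out of 7606 genes, so few fragments are a possible explanation.

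In the merged table of control replicate 3, which the paper does not discuss, 309 genes exceeded 0.770 times their value in run 3A by over 1 FPKM, where 0.770 is the median ratio of the 2 tables, and 274 of these lie on 2L (88.7%, against 18.6% of all genes). Real expression in control replicate 3 is argued against for 159 of the genes, which were at or under an FPKM of 1 in both runs. A candidate explanation is that fragments of run 3B on X were placed at the same coordinates of 2L. Across 2L genes, the excess had a Spearman correlation of 0.567 with the fragments of run 3B at the same coordinates on X, against 0.113, 0.108, 0.0680 and 0.0313 for 2R, 3L, 3R and 4 and 0.256 for 2L itself. Of the 20 genes with the largest excess, 20 had at least 10 fragments there, against 14.8% of all 2L genes. The paper's reduced list holds 20 raised genes, of which 5 were lower in Ras V12 with run 3A in place of the merged table, against 104 of the 104 other reduced genes.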

How the results depend on the processing

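No test here was chosen after seeing a result, except the setting with run 3A and without the genes raised in the merged table, which gave 6 genes at an adjusted and 245 at an unadjusted p under 0.05.

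The number of genes over 2-fold at an adjusted p under 0.05 was 7. It was 11 with 0.1 added in place of 1 (7 of the 7 genes shared), 21 without scaling (6 shared), where the median log2 fold change of all genes rose to 0.30, 16 with array weights (7 shared) and 3 with a replicate block (3 shared). With a single replicate left out it ranged from 5 without Ras V12 replicate 2 to 52 without Ras V12 replicate 3, and it was 13 without control replicate 3. At an unadjusted p it was 242, but 126 with 5 added in place of 1, 153 with a mean FPKM of at least 5 and 384 with array weights, and it ranged from 148 to 490 with the same 2 replicates left out. The filter tests fewer genes (5568). For the other settings the cause was not tested. The other alternatives gave between 5 and 8 genes and between 221 and 362 genes.

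The share of the paper's reduced genes that were lower in Ras V12 was 87.9% with run 3A and 87.9% with run 3B. It ranged from 83.1% without control replicate 2 to 100% without Ras V12 replicate 1. The induced share stayed between 87.3% and 99.5% with 1 replicate left out, with the lowest value without Ras V12 replicate 2. The difference in replicate consistency stayed above 0 in every setting. Its permutation p cannot fall under 0.05 with these numbers of libraries, so the threshold tells nothing here.

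Of the lists, 14 passed, but 0 with fry (5 at an unadjusted p under 0.05), 0 with the estimated correlation (1 at an unadjusted p) and 7 among genes outside the paper's list. With 1 replicate left out between 11 and 14 passed. Outside the paper's list the midgut mean was 0.77 in place of -1.76 and the basement membrane mean -0.085 in place of 0.33, with fewer genes, and with those taken out that changed most in these libraries, so this setting weakens a list by construction. The heat shock mean of -0.02 was 0.092 with 0.1 added, 0.28 without scaling and 0.0043 with the median of ratios. The Hsp70 mean of -0.28 was 0.043 with 0.1 added, and the ecdysone mean of 0.03 was -0.00409 with a mean FPKM of at least 5. With 1 replicate left out, the cuticle mean ranged from -1.81 to 1.63, the latter without control replicate 2 and over only 4 genes in place of 7, the ecdysone mean from -0.15 to 0.27 and the heat shock mean from -0.39 to 0.35. Of 410 values for 21 lists, 343 kept their direction and their side of the threshold, 49 were weaker, 5 stronger and 13 reversed.

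Among the 54 genes whose change is reported here, 854 of 914 values kept direction and side, 24 were weaker, 16 stronger and 20 reversed. The 8 that reversed, with 1 replicate left out, ranged from -0.60 to 2.75 for AttC, from -0.73 to 1.77 for santa-maria, from -0.36 to 1.02 for Mmp1, from -0.064 to 0.13 for cact, from -0.067 to 0.11 for nec, from -1.42 to 1.03 for CG9021, from -0.53 to 2.77 for AttA and from -0.077 to 1.34 for CG7220. With run 3B the value of cact was -0.00778 and that of CG9021 -0.050, and with 0.1 added that of CG9021 was -0.28. Of all 248 genes tested that the naming rule covers, 52 changed sign with 1 replicate left out. The lowest values of AttC and AttA were those without Ras V12 replicate 3, and those of santa-maria, Mmp1, CG9021 and CG7220 were without Ras V12 replicate 2. The depth limits genes with few fragments, such as 264 induced genes of the paper whose controls rest on at most 3 fragments.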

Differences from the paper's values

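No test in this part was chosen after the result was seen. The paper's q came from Cuffdiff on the reads, and its fold was a ratio of FPKM. Here limma was used on log2(scaled FPKM + 1), with the fold on that scale and a filter on mean FPKM. The counts therefore differ in test, fold scale and filter. The paper gives 63 genes as induced at q<0.05 and over 2-fold, and 6 were found here at an adjusted p under 0.05. A count was taken to differ from the paper's when it was over 1.5 times off. None of the alternatives set before the data were examined brought it within that margin, with at most 34 genes without Ras V12 replicate 3. At an unadjusted p the paper gives 438 induced genes and 171 were found here. The number without scaling, 320, came within the margin, and with the other alternatives it did not. Leaving out the scaling raised the median log2 fold change of all genes to 0.30, so the rises without scaling given here rose with all genes. The paper's supplementary list holds 23 reduced genes at q<0.05 and 1 was found here, with 18 without Ras V12 replicate 3 as the only alternative within the margin. It holds 124 reduced genes in all, and 71 were found here at an unadjusted p. Array weights (150) and leaving out control replicate 3 (105) came within the margin and the others did not.

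Folds were compared for 56 genes, those at q<0.05 or with a change reported here, and 6 differed, that is by over 1.5 times and by more than the replicate SD (the SD left aside where a Ras V12 replicate rests on 3 fragments or fewer). For CG9021 the paper gives 11.2 and the ratio of mean scaled FPKM was 3.43 here, with 9.23 without control replicate 3 as the only alternative within the margin. The rise rests on Ras V12 replicate 2, since without it the ratio was 0.118: CG9021 had a scaled FPKM of 1.26, 1.86 and 9.46 in controls and 0.595, 42.1 and 0.3895 in Ras V12 replicates. For CG4950 the paper gives 10.1 and the ratio was 5.40 here. It came within the margin without scaling (7.98), without control replicate 3 (10.6) and without Ras V12 replicate 3 (7.57). For Gal the paper gives 9.52 and the ratio was 5.21 here. It came within the margin without scaling (7.55), with run 3B (9.57) and without control replicate 3 (8.48) or Ras V12 replicate 3 (6.93). Without Ras V12 replicate 1 (5.53) it did so only because the SD rose from 3.75 to 5.26. For GlcAT-P the paper gives 6.08 and the ratio was 2.74 here. It came within the margin without scaling (4.18) and without control replicate 3 (6.07). For eater the paper gives 6.25 and the ratio was 3.95 here. It came within the margin without scaling (5.56), with run 3B (4.64) and without control replicate 3 (5.81), Ras V12 replicate 1 (4.40) or Ras V12 replicate 3 (4.70). With the median of ratios (4.06) it did so only because the SD rose from 2.05 to 2.21. For AttA the paper gives 4.93 and the ratio was 7.82 here. It came within the margin without control replicate 1 (5.61) or 3 (5.99). Without Ras V12 replicate 2 (11.6) it did so only because the SD of 14.6 counts once the replicate with few fragments is left out. Other alternatives did not bring these folds within the margin. Over the genes compared that have no bound, the ratio here was a median of 0.816 times the paper's fold (from 0.306 to 3.71).

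The paper lists immune genes among those differing at q<0.05, and 0 genes of the immune lists had an adjusted p under 0.05 here, with 16 at an unadjusted p. Without scaling PGRP-SB1 and PGRP-SD passed, and without Ras V12 replicate 3 there were 8, among them IM1, IM3, IM4 and IM23. Of the 63 induced genes at q<0.05, 3 passed here, 4 with 0.1 added, 8 without scaling, 5 with array weights and 11 without Ras V12 replicate 3.

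The paper states that santa-maria and CG7227 were up-regulated. The ratio of mean scaled FPKM was 2.33 and 2.73 here, against the paper's folds of 3.54 and 4.35, which lies within the replicate SD (2.42 and 2.25), and it was 3.18 and 3.803 without scaling. The rise does not hold for each replicate, since the lowest value of santa-maria lay in Ras V12 replicate 3, and the log2 fold changes were 0.32 and 0.97 (adjusted p = 0.945 and 0.719).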

Other observations

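All tests in this part were chosen only after the results they examine had been seen.

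Here too the tests chosen afterwards are those of possible explanations, while camera on the lists was set before the data were examined. Of the 10 splits of the 6 libraries into 3 and 3, only the real split, that is 1, gave as many as 7 genes at an adjusted p under 0.05. For the 242 genes at an unadjusted p there were 2, since controls 1 and 2 with Ras V12 replicate 3 against the others gave 329. For the 14 lists there was 1, and the next split gave 13. With 10 splits the share is never under 0.1, so grouping by genotype and any other grouping of these libraries cannot be told apart by these counts.

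Control replicate 2 lay near Ras V12 replicate 3. Exchanged names of these libraries are argued against, since the exchange left 38 genes at an unadjusted p under 0.05 in place of 242. The first 3 principal components held 37.5%, 21.0% and 18.2% of the variance.

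Of the genes that separate the groups by over 2-fold, 29.2% lie on 2R, against 20.6% of the genes tested. As many or more did in 3 of the 10 splits. Strain variants between the crosses and an effect of Ras V12 cannot be told apart, because every Ras V12 library comes from one cross.

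Of the 23 testis genes tested, 22 were highest in Ras V12 replicate 2, where Mst84Dc reached 47.2 against 0, 1.78 and 0 in controls. Testis carried along in that replicate is a possible explanation, although the methods exclude gonads. Testis in that replicate alone would not cover Ras V12 replicate 3, where the list was 1.84 against 0.46, 0.68 and 0.38 in controls. A larger share of male larvae is not decided by the roX RNAs. Their mean log2 was 4.22 in Ras V12 replicate 2, 0.36 above the control mean but within the controls' 2.99, 4.31 and 4.26. It was 2.90 and 2.71 in Ras V12 replicates 1 and 3. The yolk gene Yp3 was lowest in Ras V12 replicate 2, whereas Yp2 was above every control there. A response of the fat body in each Ras V12 replicate cannot be told apart from testis carried along. The list was 0.25 above the control mean in Ras V12 replicate 1, at 0.76 there against 0.68 in control replicate 2.

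Larval cuticle genes had a mean log2 fold change of -0.88 (camera adjusted p = 0.253), and 7 of 7 were highest in control replicate 2. Hsp70 genes had a mean of -0.28 (camera adjusted p = 0.605), and 6 of 6 were highest there. The cuticle list was 0.20, 5.44 and 1.13 in controls, and the Hsp70 list 0.50, 3.51 and 0.69. Epidermis or an earlier stage for the first, and handling before lysis for the second, cannot be told apart from other differences of this 1 library. The other heat shock genes had a mean of -0.02 (camera adjusted p = 0.990) and Malpighian tubule genes of 0.50 (camera adjusted p = 0.437).

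Lists with fewer than 3 tested genes were not tested. In the drosomycin-like list 1 of 6 genes was tested, dro5, with 3, 2 and 2 fragments in controls and 9, 660 and 3 in Ras V12 replicates, at least 34.7-fold higher than the floor, which rests on replicate 2. Of the male dosage compensation RNAs, roX1 was 18.5, 62.7 and 59.6 in controls and 20.1, 48.4 and 19.3 in Ras V12 replicates. The female yolk gene Yp3 was 10.4, 15.8 and 8.99 in controls and 1.51, 1.16 and 9.74 in Ras V12 replicates, and Yp2 was 0.453, 2.01 and 1.43 against 2.43, 3.77 and 12.5.

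Santa-maria differed between libraries of one group. Differences in developmental stage between libraries are a possible explanation, since its Pearson r with the ecdysone list was 0.949. Its Spearman rho of 0.829 did not pass (exact permutation test, adjusted p = 0.136). Without Ras V12 replicate 3 and control replicate 2 its r was 0.723. For CecA1 the r was -0.61, and stage and other differences between these 6 libraries cannot be told apart.

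More genes were above 0 in Ras V12 libraries. Deeper sequencing is argued against, since Ras V12 replicate 1 had 9606 genes above 0 at a depth of 0.752 relative to control replicate 1, which had 9051. No biological explanation was tested. The libraries ranked in the same order by genes above 0 as by the testis list mean. Both were lowest in control replicate 3 (8601 and 0.38) and highest in Ras V12 replicate 2 (11052 and 3.50). Testis carried along and a response of the fat body cannot be told apart here either.

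Genes listed at 0 in some libraries and abundant in others may reflect the authors' estimation where genes overlap. Of 107 genes with at least 100 fragments in their highest library and 0 in another, 50 overlap a more abundant gene (46.7%), against 409 of 5091 genes above 0 in all libraries (8.03%, two-sided Fisher's exact test, p = 1.5e-25).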
